# Comprehensive Functional Annotation of 77 Prostate Cancer Risk Loci

**DOI:** 10.1371/journal.pgen.1004102

**Published:** 2014-01-30

**Authors:** Dennis J. Hazelett, Suhn Kyong Rhie, Malaina Gaddis, Chunli Yan, Daniel L. Lakeland, Simon G. Coetzee, Ellipse/GAME-ON consortium, Practical consortium, Brian E. Henderson, Houtan Noushmehr, Wendy Cozen, Zsofia Kote-Jarai, Rosalind A. Eeles, Douglas F. Easton, Christopher A. Haiman, Wange Lu, Peggy J. Farnham, Gerhard A. Coetzee

## Abstract

Genome-wide association studies (GWAS) have revolutionized the field of cancer genetics, but the causal links between increased genetic risk and onset/progression of disease processes remain to be identified. Here we report the first step in such an endeavor for prostate cancer. We provide a comprehensive annotation of the 77 known risk loci, based upon highly correlated variants in biologically relevant chromatin annotations— we identified 727 such potentially functional SNPs. We also provide a detailed account of possible protein disruption, microRNA target sequence disruption and regulatory response element disruption of all correlated SNPs at 

. 88% of the 727 SNPs fall within putative enhancers, and many alter critical residues in the response elements of transcription factors known to be involved in prostate biology. We define as risk enhancers those regions with enhancer chromatin biofeatures in prostate-derived cell lines with prostate-cancer correlated SNPs. To aid the identification of these enhancers, we performed genomewide ChIP-seq for H3K27-acetylation, a mark of actively engaged enhancers, as well as the transcription factor TCF7L2. We analyzed in depth three variants in risk enhancers, two of which show significantly altered androgen sensitivity in LNCaP cells. This includes rs4907792, that is in linkage disequilibrium (

) with an eQTL for NUDT11 (on the X chromosome) in prostate tissue, and rs10486567, the index SNP in intron 3 of the JAZF1 gene on chromosome 7. Rs4907792 is within a critical residue of a strong consensus androgen response element that is interrupted in the protective allele, resulting in a 56% decrease in its androgen sensitivity, whereas rs10486567 affects both NKX3-1 and FOXA-AR motifs where the risk allele results in a 39% increase in basal activity and a 28% fold-increase in androgen stimulated enhancer activity. Identification of such enhancer variants and their potential target genes represents a preliminary step in connecting risk to disease process.

## Author Summary

In the following work we provide a complete summary annotation of functional hypotheses relating to risk identified by genome wide association studies of prostate cancer. In addition, we present new genome-wide profiles for H3K27-acetylation and TCF7L2 binding in LNCaP cells. We also introduce the concept of a risk enhancer, and characterize two novel androgen-sensitive enhancers whose activity is specifically affected by prostate-cancer risk SNPs. Our findings represent a preliminary approach to systematic identification of causal variation underlying cancer risk in the prostate.

## Introduction

The basic goal of research into human genetics is to connect variation at the genetic level with variation in organismal and cellular phenotype. Until recently, inferences about such connections have been limited to the kind associated with heritable disorders and developmental syndromes. Such variations often turn out to be the result of disruptions to protein coding sequences of critical enzymes for an affected pathway. Recent advances in genomics and medicine have begun to illuminate a sea of variation of a more subtle variety, not always the result of mutation of protein coding sequences. In particular, genome-wide association studies (GWAS) have identified thousands of variants associated with hundreds of disease traits [1]. These variants, typically encoded by single nucleotide polymorphisms (SNPs), are given landmark status and called ‘index-SNPs’ (they are also frequently referred to in the literature as ‘tag-SNPs’) as the reference for disease or phenotype association in that region. The vast majority of these variants reside within intergenic or intronic regions [2], prompting at least two new avenues of inquiry: 1) What is the nature and scope of risk encoded at these ‘non-coding’ loci?, and 2) What are the target genes, and how do these alterations account for increased risk in a disease?

At present, little is known regarding the functional mechanisms of the common variant susceptibility loci in non-coding regions. For one, there are many genetically correlated variants that—to varying degrees—may account for the risk associated with each index-SNP. It is unclear whether more than one variant carries functional consequences relevant to the risk that was reported. In addition, we are only beginning to understand the nature of non-coding regions as revealed by histone modifications and other chemical signatures on chromatin. Efforts to fill this void are underway, notably by the ENCODE consortium [3], whose goal it is to catalog all the major chromatin biofeatures, including histone modifications, accessible chromatin and transcription factor bound regions in the form of digital footprinting and ChIP-seq for transcription factors, among others. Currently, a mosaic of annotations for all the known histone modifications and 119 different transcription factors has been released for 147 cell types, including an androgen-sensitive prostate adenocarcinoma cell line isolated from lymph-node metastasis, called Lymph Node Cancer of the Prostate (LNCaP) [4]–[6]. Insights into cancer biology of the prostate have already begun to emerge from this work. For example, risk polymorphisms for the 8q24 locus have been extensively characterized in our lab and others [7], [8].

We propose that by identifying all the variants that are in linkage disequilibrium with GWAS SNPs and subsequently filtering down to those present within genome-wide functional annotations we will identify the most likely causal susceptibility variants within regulatory elements that can be tested for their functional significance. We previously developed the R-Bioconductor package *Funci–SNP* *}* [2] which performs these operations, including the linkage disequilibrium calculations, based on data from the 1,000 genomes project (www.1000genomes.org [9]) automatically. With the advent of *Funci–SNP*} and similar tools such as RegulomeDB [10], performing annotations of this type becomes possible, and indeed essential to understanding the candidate variations that may underlie risk for disease.

Post-GWAS analyses of breast cancer [11] for example identified putative functional variants using *Funci{SNP*} and genome-wide chromatin biofeature data for breast epithelia-derived cell lines as described above, but this level of detail is lacking for prostate cancer. In that study, we catalogued and assessed the correlated functional variants at 72 breast cancer risk loci and performed preliminary enrichment analysis of motifs. We identified over 1,000 putative functional SNPs, most of which were in putative enhancers. We provide here a similar analysis for prostate cancer, extending the previous work and introducing some improvements to the downstream analyses. We also present some new ChIP-seq datasets to add to ENCODE.

## Results

### Classification of variants associated with prostate cancer

In order to identify variants that are in linkage disequilibrium with 77 prostate cancer risk loci (defined as all significant GWAS, replication study and post-GWAS identified variants, see Table 1 for references), that are also relevant to the biology of prostate epithelia, we employed our bioinformatics tool, *Funci*{*SNP*} [2] to integrate biofeatures with 1000 genomes data [9] (see Methods for a detailed list of biofeatures). For the LNCaP cell line, genome-wide data are generally available both with and without androgen treatment. Since the androgen receptor is a driver of prostate cancer [12], we included both conditions where possible. We also considered protein coding exons, 

 and 

 untranslated regions with miRcode target sequences. Importantly, we also included the index-SNPs in our analysis.

**Table 1:** Independent risk loci.

Locus	genomic position	SNP	Gene	Ethn
1	1q32.1	rs4245739 [19]	MDM4	AFR
2	2p24.1	rs13385191 [30], [32]	C2orf43	EUR
3	2p21	rs1465618 [28]	THADA	EUR
4	2p15	rs6545977 [19], [28]	EHBP1	AFR, EUR
5	2p15	rs721048 [77]	EHBP1, OTX1	EUR
6	2p11.2	rs10187424 [33]	GGCX	EUR
7	2q31.1	rs12621278 [19], [28]	ITGA6	AFR+EUR
8	2q37.3(*cont'd*)	rs2292884 [33],rs7584330 [19]	MPLH…	EURAFR+EUR
9	3p22.2	rs9311171 [78]	CTDSPL	EUR
10	3p12.1-2	rs17181170 [28]	CHMP2B	EUR
11	3p12.1-2	rs2660753 [27], rs9284813 [30], [32]	CHMP2B	EUR
12	3p12.1-2	rs7629490 [33]	CHMP2B	EUR
13	3q21.3	rs10934853 [29]	GATA2	EUR
14	3q23	rs6763931 [33]	ZBTB38	EUR
15	3q24	rs345013 [78]	PLOD2	EUR
16	3q26.2	rs10936632 [33]	CLDN11, SKIL	EUR
17	4q22.3	rs17021918 [19], [28]	PDLIM5	AFR+EUR
18	4q22.3	rs12500426 [28]	PDLIM5	EUR
19	4q24	rs7679673 [19], [28]	TET2	AFR+EUR
20	5p15.33	rs2242652 [28]	TERT	EUR
21	5p15.33	rs12653946 [19], [30], [32]	LPCAT1	AFR+EUR
22	5p12	rs2121875 [33]	FGF10	EUR
23	5q14.3	rs4466137 [78]	HAPLN1	EUR
24	5q23.1	rs37181 [33]	COMMD10	EUR
25	6p21.1	rs1983891 [19], [30], [32]	FOXP4	AFR+EUR
26	6p12.2	rs10498792 [78]	PKHD1	EUR
27	6q22.2	rs339331 [19], [30], [32]	RFX6	AFR+EUR
28	6q25.3	rs651164 [28], [33]	IGF2R	EUR
29	6q25.3	rs9364554 [19], [27]	SLC22A3	AFR+EUR
30	7p15.3	rs12155172 [28]	RPL23P8	EUR
31	7p15.2	rs10486567 [19], [26]	JAZF1	AFR+EUR
32	7q21.3	rs6465657 [27], [28]	LMTK2	AFR+EUR
33	8p21.2	rs1512268 [19], [28], [30], [32]	NKX3-1	AFR+EUR
34	8q24.21	rs12543663 [19]	LOC727677, MYC	AFR
35	8q24.21	rs10086908 [27]	POU5F1B, MYC	EUR
36	8q24.21	rs1016343 [27], [33]	POU5F1B, MYC	EUR
37	8q24.21	rs13252298 [19], [33]	PCAT1, MYC	AFR+EUR
38	8q24.21(*cont'd*)	rs1456315 [30], [32],rs13254738 [19]	PCAT1, MYC…	EURAFR
39	8q24.21(*cont'd*)	rs6983561 [19],	PCAT1, MYC…	AFREUR
40	8q24.21	rs188140481 [34]	PCAT1, MYC	EUR
41	8q24.21	rs16902094 [29]	PCAT1, MYC	EUR
42	8q24.21	rs445114 [29], [33]	PCAT1, MYC	EUR
43	8q24.21	rs6983267 [19], [24], [26], [27], [33]	PCAT1, MYC	AFR+EUR
44	8q24.21	rs7000448 [19], [31]	LOC727677, MYC	AFR+EUR
45	8q24.21(*cont'd*)……	rs1447295 [24], [25], [29],rs4242382 [26],rs4242384 [27], [28], [33],rs7837688 [30], [32]	POU5F1B, MYC………	EUR…EUR…
46	9q31.2	rs817826 [19], [79]	KLF4	ASN+AFR
47	9q33.2	rs1571801 [80], [81]	DAB2IP	ASN+EUR
48	10q11.23(*cont'd*)	rs10993994, [19], [26], [27], [30],[32],[33]rs3123078 [28]	NCOA4…	AFR+EUREUR
49	10q26.12	rs11199874 [82]	FGFR2	EUR
50	10q26.13	rs4962416 [26]	CTBP2	EUR
51	11p15.5	rs7127900 [19], [28]	IGF2	AFR+EUR
52	11q13.2(*cont'd*)	rs10896449 [19], [26],rs7931342 [27]	CCND1…	AFR+EUREUR
53	11q13.2	rs12418451 [83]	CCND1	EUR
54	11q13.2(*cont'd*)	rs11228565 [19], [29],rs7130881 [28], [33]	CCND1…	AFR+EUREUR
55	12q13.12	rs731236 [84]	VDR	EUR
56	12q13.13	rs10875943 [33]	TUBA1C	EUR
57	12q13.2	rs902774 [33]	KRT8	EUR
58	12q21.31	rs12827748 [84]	PAWR	EUR
59	13q22.1	rs9600079 [30], [32]	KLF5	EUR
60	13q33.2	rs1529276 [78]	MIR548AS	EUR
61	15q21.1	rs4775302 [82]	SQRDL	EUR
62	17p13.3	rs684232 [19]	VPS53	AFR
63	17q21.2(*cont'd*)	rs7501939 [27], [28], [30], [32], [33],rs4430796 [26], [29], [85], [86]	HNF1B…	EUR…
64	17q21.2	rs11649743 [86]	HNF1B	EUR
65	17q21.33	rs138213197 [34], [45]	HOXB13	EUR
66	17q21.33	rs11650494 [19]	ZNF652	AFR
67	17q21.33	rs7210100 [87]	ZNF652	EUR
68	17q25.1	rs1859962 [27], [28], [33], [85]	BC039327	EUR
69	19q13.4	rs103294 [79]	LILRA3	ASN
70	19q13.11	rs8102476 [19], [29]	SPINT2	AFR+EUR
71	19q13.12	rs887391 [88]	LOC100505495	EUR
72	19q13.32	rs2735839 [27]	KLK3	EUR
73	22q13.1	rs9623117 [89]	TNRC6B	EUR
74	22q13.2	rs742134 [33]	PACSIN2	EUR
75	22q13.2	rs5759167 [19], [28]	BIK	AFR+EUR
76	Xp11.22(*cont'd*)	rs5945572 [19], [77],rs5945619 [27], rs1327301 [28]	NUDT11…	AFR+EUREUR
77	Xq12	rs5919432 [19], [33]	AR	AFR+EUR

**Independent GWAS Loci.** Table of independent associations with prostate cancer. Index SNPs with 

 are grouped together, and shown with source citations. A locus with a significant number of correlated SNPs at 

 for two index SNPs that don't meet the cutoff are also considered the same locus. Also shown are the nearby genes (Gene) and population in which the associations were reported (Ethn).

We note that some critical datasets were not available when we initiated our studies. For example, ChIP-seq data for the histone modification H3K27Ac was not available for LNCaP cells. This is a mark of active enhancers, which are extremely cell-type specific. Although other marks, such as DNase I hypersensitivity or H3K4me1, can reveal regions of open chromatin, they do not identify active enhancers. Therefore, we performed ChIP-seq for H3K27Ac in LNCaP cells, after a period of incubation in charcoal-stripped serum (*i.e.* androgen depleted) followed by exposure to vehicle control or physiological levels of the androgen dihydrotestosterone (10 nM DHT). 

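LNCaP is an androgen-sensitive human prostate cancer cell line, and charcoal stripping removes steroid hormones such as androgens from serum. ChIP-seq for H3K27Ac recovers the DNA held by nucleosomes with this acetyl mark, and a peak is a region where the recovered tags pile up. The data were 1 library from cells given ethanol vehicle and 1 library from cells given 10 nM DHT for 4 h, so the spread between cultures was not measured and values of both conditions are given side by side without a test. The authors aligned the reads to hg19 with Bowtie 2 and called peaks with Sole-search, separately for each library. The submitters' processing notes name Bowtie2, BWA and CASAVA 1.8.2. The paper gives 15 amplification cycles and a selected fraction of 200 to 500 bp, and the sample labels give 10 to 14 cycles and fragments near 250 bp. The lists are named vehicle and DHT here as they were deposited, and the numbers of peaks in the paper's text match those names, while the bars of Fig. 8C have the widths of the other list's peak. Each deposited peak has a chromosome, a start, an end and a height, which is the pileup of tags at the peak as the authors' peak caller gave it. The number of reads per library is not in the peak lists, and no source used here says that heights were scaled to it. Peak width was taken as the end minus the start. A peak was assigned to a promoter when it overlapped the stretch from 1000 bp upstream to 100 bp downstream of an annotated start of a protein-coding gene, and to the surroundings of a gene when it overlapped the gene or the 50 kb on either side. Intervals beside heights are exact 95% Poisson intervals, intervals beside shares are 95% Wilson intervals, and both cover counting error only. A height is the highest point of a peak, so its interval leaves out the choice of that point.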

For LNCaP treated with vehicle (minus DHT) we observed 57,623 peaks, with an average peak height of 32 tags and median height of 22 tags, and a range of 9 to 212 tags. 

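The tallest vehicle peak lay inside NAALADL2 on chromosome 3 from 175189530 to 175216949, with 212 tags and a width of 27.4 kb. PPFIA2, which encodes a protein of the liprin family, held 3 of the 10 tallest peaks on chromosome 12 between 81763080 and 82002119, with 197, 190 and 197 tags and widths of 73.6, 142 and 23.3 kb. The other tallest peaks overlapped a start of PRKD1, a protein kinase (197 tags), and of ANK3, an ankyrin (195 tags), or lay within or near CNBD1 (195 tags), FBXL17 (190 tags) and PBOV1 (188 tags). The last of the 10 lay between genes, 471 kb from the nearest start, that of MBL2 (188 tags). A peak of any height stood over the promoter of 15 of 16 genes that mark luminal prostate epithelium and of 14 of 14 housekeeping genes. Within 50 kb of KRT19, the remaining luminal keratin gene, the vehicle list held no peak. Of the 25000 tallest peaks, 33.8% (33.3% to 34.4%) overlapped a promoter, 37.0% a gene body away from promoters and 29.1% neither. These promoter peaks covered 8393 of 20134 protein-coding genes.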

The average peak width was 2,233 bp. For LNCaP post-androgen stimulation, we observed 60,752 peaks, with an average peak width of 2,267 bp. 

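NAALADL2 again held the tallest peak in the DHT list, with 213 tags on chromosome 3 from 175189740 to 175216709, and a further peak of 196 tags where the vehicle peak had 172. C1orf116, an androgen-induced gene, had a peak of 199 tags over its start on chromosome 1 from 207190830 to 207209699, against 166 tags in the vehicle list. EHF, which encodes an ETS family transcription factor of epithelia, had 196 tags with DHT and 172 with vehicle. Peaks over the starts of MCCC2 and CFAP69 had 201 and 198 tags with DHT, and 175 and 179 with vehicle. NOTCH2NLC had 205 tags with DHT and 168 with vehicle, and NOTCH2 had 197 and 149. NOTCH2NLC is a near copy of part of NOTCH2, so tags of these 2 genes are not told apart with certainty. Both PPFIA2 peaks among the 10 tallest had 202 and 200 tags. These peaks were chosen for their height with DHT, which favors higher values with DHT. Among the 10 tallest vehicle peaks, those of PRKD1 (197 tags with vehicle and 188 with DHT) and CNBD1 (195 and 175) were lower with DHT. So were those of ANK3 (195 and 192), FBXL17 (190 and 188) and the peak nearest to MBL2 (188 and 163). Those of NAALADL2, PPFIA2 and PBOV1 overlapped taller DHT peaks. The PPFIA2 vehicle peak of 190 tags, from 81836670, met only the edge of a DHT peak of 200 tags that ended at 81837719. That DHT peak also overlapped another PPFIA2 vehicle peak, of 197 tags. A rise with DHT is therefore not shown for the vehicle peak of 190 tags. Over the whole DHT list, heights ran from 10 to 213 tags with a mean of 34.3. Promoters held 34.6% (34.0% to 35.2%) of the 25000 tallest DHT peaks, which covered the promoters of 8605 protein-coding genes.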

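At most genes that mark luminal prostate epithelium, the tallest peak within 50 kb had similar tag counts in both lists. FOLH1, which encodes the prostate-specific membrane antigen, had 186 tags with vehicle and 180 with DHT. ACPP, which encodes prostatic acid phosphatase, had 161 and 156. SLC45A3 had 167 and 165, but its tallest peaks of both lists lie in different places. Over its promoter, SLC45A3 had 104 tags with vehicle and 129 with DHT. SPDEF, an ETS family factor of luminal cells, had 111 and 164 tags, and the adhesion gene EPCAM had 58 and 52. The keratin genes KRT8 and KRT18 lie side by side and share a tallest peak of 94 and 112 tags. Over the luminal genes the median of the tallest peaks was 136 tags with vehicle and 156 with DHT, and over the housekeeping genes it was 78.5 and 86. Across all peaks, the quartiles of height were 13 and 42 tags with vehicle and 14 and 45 tags with DHT, with a median of 23 tags for DHT. The quartiles of width were 1169 and 2639 bp with vehicle and 1169 and 2669 bp with DHT, around medians of 1769 and 1799 bp. The largest distance between the cumulative distributions of both lists was 0.0670 for height and 0.00857 for width, on a scale from 0 for equal to 1 for separate distributions. The peaks covered 129 Mb of the genome with vehicle and 138 Mb with DHT. Peaks within a list are not replicates, and no p-value was computed.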

Overall the relative tag density and peak width distribution was extremely similar between the two conditions (see Figure 1, top and middle panels). A plot of peak height *vs.* peak width reveals a linear relationship in log space (Figure 1, bottom panel). 

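Wide peaks were tall in both lists. Peaks of 1 to 2 kb had a median height of 17 tags with vehicle and 18 with DHT, and peaks of 4 to 8 kb, the class of the JAZF1 intron peak, had medians of 75 and 80. Below 1 kb the medians were 10 and 11 tags, between 2 and 4 kb they were 42 and 44, and between 8 and 16 kb they were 103.5 and 110. Above 16 kb, the class of the C1orf116, EHF and MCCC2 peaks with DHT, the medians were 140 tags over 173 vehicle peaks and 141 tags over 200 DHT peaks. Exceptions included a narrow vehicle peak in MRPS22 with a width of 329 bp. Between the logarithms to base 10 of height and width, Pearson's r across the peaks of a list was 0.876 with vehicle and 0.875 with DHT, and Spearman's rho was 0.931 for both. The slope of height on width was 0.924 with vehicle and 0.890 with DHT. In the TCF7L2 list r was 0.836, rho 0.869 and the slope 1.19. These correlations are across peaks, which are not independent replicates.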

Because we wanted to limit our studies to robust enhancers, we chose the top 25,000 peaks, which have a tag density of 

 for use in *Funci*{*SNP*}. This cutoff marks an inflection point where the number of tags increases geometrically over background (Figure S1). 

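The lowest height among the top 25000 peaks was 26 tags with vehicle and 29 tags with DHT. Several genes of the prostate cancer risk loci stood near that limit. Around KLF5, a zinc finger transcription factor, the tallest peak had 18 tags with vehicle and 26 with DHT, both outside the top 25000. Around RFX6 and VGLL3, transcription regulators, the DHT peaks of 33 and 29 tags were inside it. The vehicle list had a peak of 21 tags around RFX6 and none around VGLL3. The RFX6 peak of 33 tags overlapped no vehicle peak, so the peak of 21 tags lies in another place. The androgen-induced genes MAF and ORM1 had a tallest DHT peak of 23 tags each, outside the top list, and vehicle peaks of 14 tags and none. HPRT1, a housekeeping gene, had 17 tags with vehicle and 23 with DHT, also outside. NUDT11 had a tallest DHT peak of 14 tags and no vehicle peak. Down the vehicle list the height was 117 tags at rank 1000, 74 at rank 5000, 53 at rank 10000, 14 at rank 40000 and 11 at rank 50000. At the same ranks of the DHT list it was 124, 80, 58, 17 and 12 tags. Of 914 vehicle peaks with the lowest height kept, 907 entered the top list in genome order, and of 868 such DHT peaks 585 did. The top peaks made up 43.4% of the vehicle list and 41.2% of the DHT list.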

A comparison of the top 25,000 H3K27Ac peaks detected before and after induction with DHT revealed an 84% overlap (see Figure S2), suggesting that only a small percentage of all H3K27Ac peaks are responsive to hormone treatment.

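Of the top 25000 vehicle peaks, 21179 (84.7%, 84.3% to 85.2%) shared at least 1 bp with a top DHT peak, and of the top DHT peaks 21009 (84.0%, 83.6% to 84.5%) shared at least 1 bp with a top vehicle peak. Peaks placed at random on the same chromosomes overlapped at a mean of 6.41% and 6.39% over 100 placements. Around genes known to be induced by androgen, the DHT peaks stood higher in the list than the vehicle peaks. At KLK3, which encodes prostate-specific antigen, the tallest peak within 50 kb had 97 tags (78.7 to 118) and 180 (155 to 208) with vehicle and DHT, respectively. TRPM8, PMEPA1 and ELL2 had 37, 58 and 57 tags with vehicle and 71, 149 and 117 with DHT. The rank of the tallest peak in the vehicle list minus its rank in the DHT list was taken for each gene, a gene without a top peak in 1 list being placed after the last rank. Of 28 androgen-induced genes with a top peak, listed from textbook knowledge, 25 had a higher rank with DHT and 3 a higher rank with vehicle. The 3 were SLC45A3, PPAP2A (a shift of -97.5 ranks) and MED28 (36 and 38 tags), and C1orf116 had the next smallest shift. The median shift of this list was 1243 ranks, at percentile 100 among 10000 random lists of genes matched on vehicle peak height. Of 18 genes taken from Table 4 as increased by androgen, 14 ranked higher with DHT, with a median shift of 2140.5 ranks and the same percentile. Among the largest shifts were those of SMARCAD1 (44 and 113 tags), ENTPD4 (34 and 53 tags) and C19orf48 (82 and 148 tags), and the smallest were at MLPH (122 and 128 tags), SEC61A1 (154 and 150 tags), PDLIM5 (a shift of -1276 ranks) and BMPR1B (42 and 32 tags). KLK2, KLK3, KLK4, KLKP1 and KLK15 share the tallest peak of each list. It lies in different places with vehicle and with DHT. So do the tallest peaks of 14 of the 28 androgen-induced genes, among them SLC45A3, TRPM8, PMEPA1 and ELL2. The same holds for 8 of the 18 genes taken from Table 4 as increased, among them ENTPD4 and PDLIM5. Heights of such a gene are not those of 1 peak. Around C19orf48, the DHT peak of 148 tags is the one over the KLK15 promoter. Over its own promoter, C19orf48 had 72 tags with vehicle and 119 with DHT. These percentiles describe 1 library per condition, and the genes of Table 4 come from the paper's own table of androgen-regulated genes. From the share of overlapping peaks, the paper proposes that a small part of all H3K27Ac peaks responds to the hormone.

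**Figure D1:**
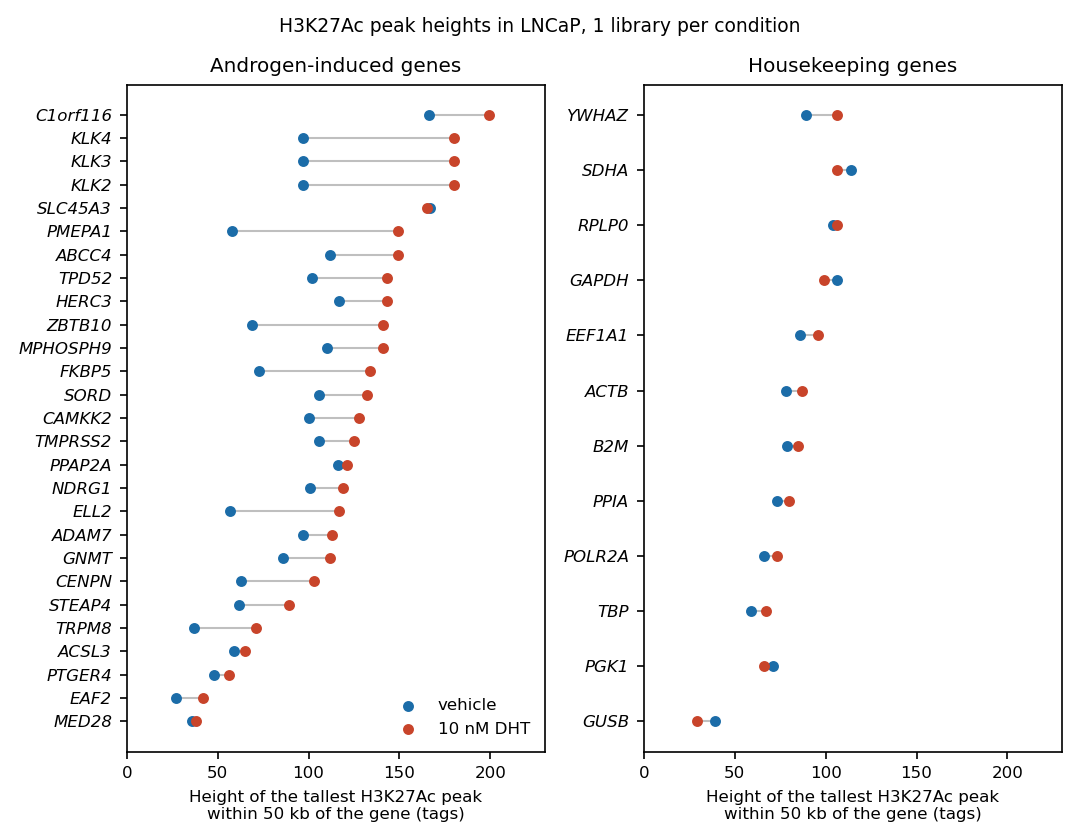
Height in tags of the tallest H3K27Ac peak of each list within 50 kb of each gene, for androgen-induced and housekeeping genes with vehicle and with 10 nM DHT, not all genes of both lists being shown. Each point is 1 gene in 1 library, and a grey line joins the points of a gene. The DHT points of FKBP5 (134 tags) and ZBTB10 (141 tags) lie well to the right of the vehicle points (73 and 69 tags), and the points of B2M (79 and 85 tags) lie close together.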

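The 11 genes with a top peak taken from Table 4 as decreased had a median shift of 54 ranks, at percentile 65.0, running from PHB (55 and 73 tags), KLK15 (97 and 180, the peaks of KLK3), TBC1D3 (82 and 100) and RAMP1 (97 and 117) to MYC (101 and 107), ATP5G1 (41 and 45), VSIG10L (74 and 69) and ST3GAL5 (81 and 70). The Table 4 row of ASNS (38 and 43 tags), BAIAP2L1 (125 and 127 tags), BRI3 (96 and 94 tags) and BHLHA15 (36 and 47 tags) was left out of both lists, as its values do not line up with its genes. Taken in the order of the genes, it gives 20 increased genes with a median shift of 1481.5 ranks and 13 decreased genes with a top peak at percentile 66.6. Of 11 androgen-repressed genes from textbook knowledge, 7 ranked higher with vehicle, among them OPRK1 (75 and 70 tags), UGT2B17 (112 and 93 tags), BCHE (134 and 112 tags) and UGT2B15 (157 and 130 tags), while UGT2B11 and UGT2B28 (104 and 106 tags with vehicle, 144 with DHT for both) and MET (53 and 61 tags) were among those that ranked higher with DHT. The median of that list, -179 ranks, lay at percentile 25.6, and at 3.40 with 10 kb around genes, 3.49 with 100 kb and 4.27 with summed heights, above the limit of 2.5. Housekeeping genes had a median shift of -35 ranks at percentile 48.3, from YWHAZ (89 and 106 tags), TBP (59 and 67 tags), ACTB (78 and 87 tags) and EEF1A1 (86 and 96 tags) to SDHA (114 and 106 tags), GAPDH (106 and 99 tags), PGK1 (71 and 66 tags) and GUSB (39 and 29 tags). The tallest peaks of both lists lie apart for 5 of the 11 decreased, 3 of the 11 repressed and 3 of the 13 housekeeping genes, among them ACTB and TBP.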

**Figure 1:**
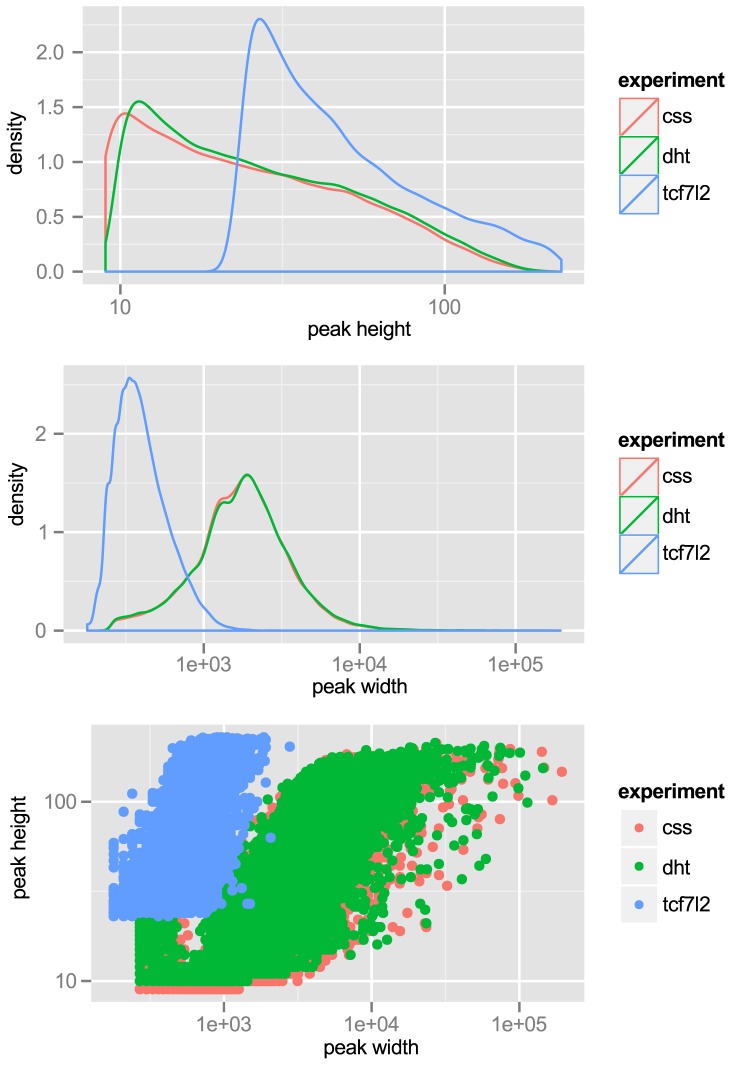
Tag-density profiles of ChIP-seq datasets ‘css’: H3K27Ac ChIP-seq of LNCaP grown in charcoal-stripped serum. ‘dht’: H3K27Ac ChIP-seq of LNCaP exposed to androgen. ‘tcf7l2’: ChIP-seq with anti-TCF7L2 in LNCaP, unstimulated. Top: peak height, 

 is 

 scaled. Middle: peak width, 

-axis is 

 scaled. Bottom: Peak height *vs.* width reveals strong correlation.

We also wished to include transcription factor binding data in our analyses. Although there were data available for ChIP-seq of androgen receptor (AR), FOXA1 and NKX3-1, data for TCF7L2— another transcription factor with a proposed role in prostate- and other cancers [13]— was not available. Therefore we performed ChIP-seq for TCF7L2 in LNCaP. 

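TCF7L2 is a transcription factor that binds DNA with beta-catenin and acts at the end of the Wnt signaling pathway. ChIP-seq with a TCF7L2 antibody was made from 1 library of LNCaP cells in serum that was not stripped of hormones, given as 5% FBS in the paper and 10% FBS in the sample labels. These cells were at passage 15 in the labels and those for H3K27Ac at passage 20. The paper gives the Illumina ELAND pipeline for alignment to hg19 and Sole-search for the peaks. The deposited list holds 20955 peaks, and the top 15000 by height were used. The submitters' processing notes name Bowtie2 and BWA for this library as well, so the aligner is not settled. As serum and, by the paper, peak settings differed from the H3K27Ac experiment, heights were compared within the TCF7L2 list only.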

We chose the top 15,000 peaks, with an average peak height of 57 tags and a range of 23 to 229 tags and an average peak width of 432 bp. These properties are also displayed graphically in Figure 1. 

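RNF43, a Wnt target that encodes a negative regulator of Wnt receptors, had a peak of 228 tags on chromosome 17 from 56468580 to 56469569, inside the gene. The tallest peaks, of 229 tags, had as nearest starts those of FAT1, a protocadherin gene (118 kb away), FGF20, a fibroblast growth factor gene (175 kb), ZDHHC6 (71.4 kb) and STN1 (1.09 kb). Other peaks of 228 tags lay between genes, 10.5 kb from the start of PDP1, 66.6 kb from that of SERP2 and 246 kb from that of TRIB1, and peaks of 227 tags lay in PCDH7 and IGF2BP3. Of 18 Wnt target genes from textbook knowledge, 16 had a top TCF7L2 peak within 50 kb. AXIN2, a feedback inhibitor of Wnt signaling, had 14 such peaks, the tallest of 225 tags, and ZNRF3 had 17, the tallest of 187 tags. MYC had 7, the tallest of 224 tags. ASCL2 and SOX4 had none. Of the top 15000 peaks, 17.3% (16.7% to 18.0%) overlapped a promoter, 43.5% a gene body and 39.2% neither. The median height was 41 tags with quartiles of 30 and 68, and the median width was 389 bp. At 23 tags, the lowest height kept, 16 of 924 peaks entered in genome order.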

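The TCF7L2 recognition sequence CTTTGWW, where W is A or T, occurred at 3.00 sites per kb within 50 bp of the centers of the top 15000 TCF7L2 peaks and at 0.802 per kb from 400 to 500 bp away, counted on both strands of GRCh37. This is 3.74 times as dense at the center, with a 95% interval of 3.57 to 3.94 from 200 resamplings of peaks. The stricter form CTTTGAT was 7.14 times as dense (6.50 to 7.92). The reordered sequence TTCWGTW, counted as a control, was 0.766 times as dense (0.717 to 0.812). By peak height, CTTTGWW was 4.07 times as dense in the top 5000 peaks, 3.90 times in the top 10000 and 3.49 times in the top 20000. The highest bin, from the center to 50 bp on its right, held 2375 sites at 3.17 per kb, and the bin from 100 to 150 bp held 1.16 per kb. Within 150 bp of the center, 44.0% (43.2% to 44.8%) of peaks had at least 1 CTTTGWW, against 21.6% in windows 1500 bp away. The intervals cover the sampling of peaks from 1 library.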

TCF7L2 binding sites were also highly enriched in the center of TCF7L2 ChIP-seq peaks (Figure S3).

Using *Funci*{*SNP*}, we identified 49,305 SNPs that were correlated in the population in which the original index SNP was reported within prostate epithelial chromatin biofeatures, of which only 727 had an 

 value greater than or equal to 0.5 (Figure 2A). The most common SNP annotations are associated with H3K27-acetylation (385 SNPs) and the other enhancer marks H3K4-monomethylation (231 SNPs) and LNCaP DNaseI hypersensitivity (268 SNPs, see Figure 2B). A complete visualisation of correlated SNPs with 

 and all associated biofeatures are available on the UCSC genome browser; furthermore all custom tracks may be downloaded in bed format via the table browser therein: http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=hazelett&hgS_otherUserSessionName=pca.

**Figure 2:**
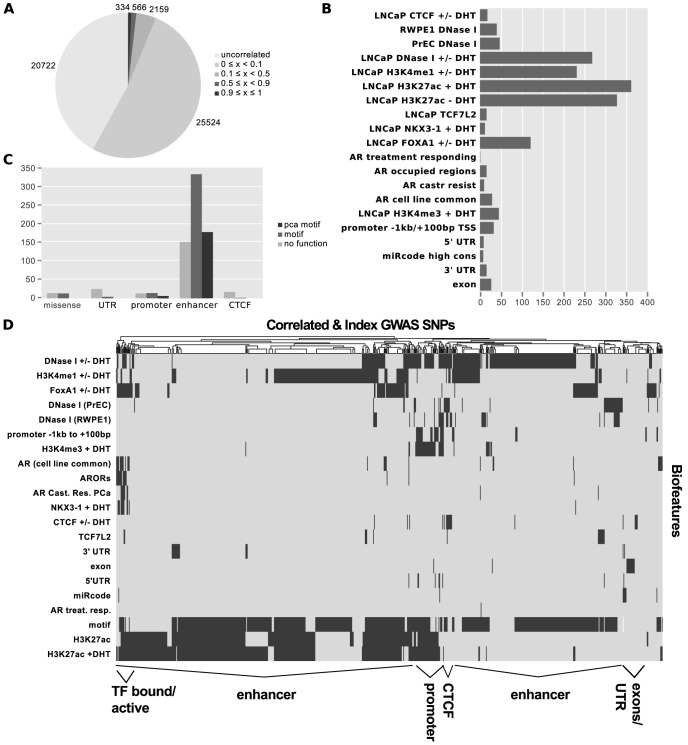
Results of *Funci{SNP}* analysis of GWAS correlated SNPs. Index SNPs with biofeatures and correlated SNPs at 

 are combined and summarized in A–D. A. SNP counts by 

 value. B. SNP counts by biofeature. Some SNPs map to more than one biofeature, hence the total does not sum to 727. C. Classification of 727 SNPs by *putative* functional category. D. Supervised clustering of SNPs by biofeature.

After identifying SNPs in primary biofeatures, we grouped them according to putative functional classes for further analysis. We identified 30 SNPs in putative promoter regions −1000 bp to +100 bp relative to transcription start sites, 663 SNPs in putative enhancer regions, 4 SNPs in microRNA target sequences within 

 or 

 UTRs, and 27 SNPs in coding exons (Figure 2C).

To directly observe the relationships of the annotations to each SNP across the entire set, we performed unsupervised clustering on the matrix of biofeatures and SNPs (Figure 2D). The resulting cluster diagram neatly captures the functional categories, but also reveals a cluster of SNPs in regions bound by multiple transcription factors. Perhaps most importantly, Figures 2C and 2D clearly show that the majority of variation associated with risk for prostate cancer resides within what we have defined as putative risk enhancers.

### Functional annotation of exon variants

We identified 27 exon SNPs in linkage disequilibrium with index SNPs for prostate cancer (Figure 2B & 2C). Of these SNPs, 13 encoded missense substitutions in coding exons, 14 encoded synonymous substitutions, and 0 corresponded to nonsense condons or other types of lesions (Table 2). We conducted a preliminary exploration of the potential effects of the 11 missense variants using publically available software packages PROVEAN [14], SIFT [15], Polyphen2 [16], and SNAP [17]. The results of this analysis are summarized in Table 2. All four algorithms predicted that a single index-SNP, the rare variant rs138213197, encoding a Glycine to Glutamine substitution at position 84 of the homeobox transcription factor HOXB13, has a deleterious effect. Two other missense variants, rs2452600 (

) and rs7690296 (

), correlated to index SNP rs17021918, encoded potentially damaging changes in the PDLIM5 gene. Three of four algorithms predicted rs2452600 to be damaging or non-neutral, and rs17021918 was only predicted to be non-neutral by SNAP. Three missense variants in the MLPH gene were not predicted to be deleterious, but were highly correlated to each other 

 and only weakly correlated to index SNP rs2292884 

, raising the possibility that together they form a haplotype that weakens or damages protein function.

**Table 2:** Missense variants in correlated SNPs.

snp	gene	AA	PROVEAN	SIFT	Polyphen2	SNAP
rs11765552	LMTK2	L780M			Possibly damaging	Non-neutral
rs2274911	GPCR6A	P91S	Deleterious			Non-neutral
rs6998061	POU5F1B	G176E	Deleterious			
rs5995794	FAM83F	R436G		Damaging		Non-neutral
rs383369	LILRB2	H20R	Deleterious			
rs386056	LILRB2	V235M				
rs3751107	MLPH	G172D				
rs3751109	MLPH	L153P				
rs11883500	MLPH	T289I				
rs2292884	MLPH	H347R				
rs2452600	PDLIM5	S136F		Damaging	Possibly damaging	Non-neutral
rs7690206	PDLIM5	T410A				Non-neutral
rs138213197	HOXB13	G84E	Deleterious	Damaging	Probably damaging	Non-neutral

**Non-synonymous substitutions.** Table of *Funci{SNP}*-identified single nucleotide missense variants in protein coding exons, showing the results of variant effect prediction software.

We next identified 29 

 and 

 UTR SNPs, of which 4 occur within microRNA target element regions. We cross referenced against highly conserved, high-scoring elements defined by miRcode [18]. Index SNP rs4245739 was located within a miR target sequence in the 

 UTR of the *MDM4* gene. This SNP was previously reported in functional annotation of iCOGS [19] for prostate cancer, esophogeal squamous cell carcinoma [20] and is a functional variant in breast cancer [21]. The other three variants affect putative target sequences in the *HAPLN1*, *SLC22A3*, and *FOXP4* genes, and are also of potential interest (see Table 3 for details).

**Table 3:** miR-target variants.

SNP	r2	miR recognition seq	location	gene
rs3734092	0.95	miR-210	5′UTR	HAPLN1
rs1810126	0.59	miR-124/506	3′UTR	SLC22A3
rs4245739	index	miR-191	3′UTR	MDM4
rs6935737	0.91	miR-183	5′UTR	FOXP4

**SNPs in miR target sequences.** Table of SNPs affecting putative miR target sequences in untranslated coding regions, and the potentially affected target genes.

### Annotation of enhancers and putative functional SNPs

In order to identify putative functional variants within proposed enhancer and promoter regions, 663 SNPs from enhancers and 30 SNPs from promoters were queried against 87 positional weight matrices (PWM) compiled from Factorbook [22] (see Methods). Factorbook includes response element definition for the FOXA family of transcription factors, TCF7L2, MYC, and GATA1 and -3 among others. In addition we used PWMs from Homer [23] for FOXA1, the androgen receptor (AR) and NKX3-1. We identified a subset of 509 variants in putative enhancers and 20 variants in promoter regions that disrupt response elements (see UCSC genome-browser http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=hazelett&hgS_otherUserSessionName=pca). For both promoters and enhancers we also identified a subset of disruptive variants that target response elements for factors of special interest to prostate cancer, namely AR, FOXA1, NKX3-1, TCF7L2, MYC, GATA1 and GATA3. There were 6 SNPs in promoters and 177 in enhancers for this short list of PCa-specific factors. These findings for PCa response elements are summarized in Figure 3.

**Figure 3:**
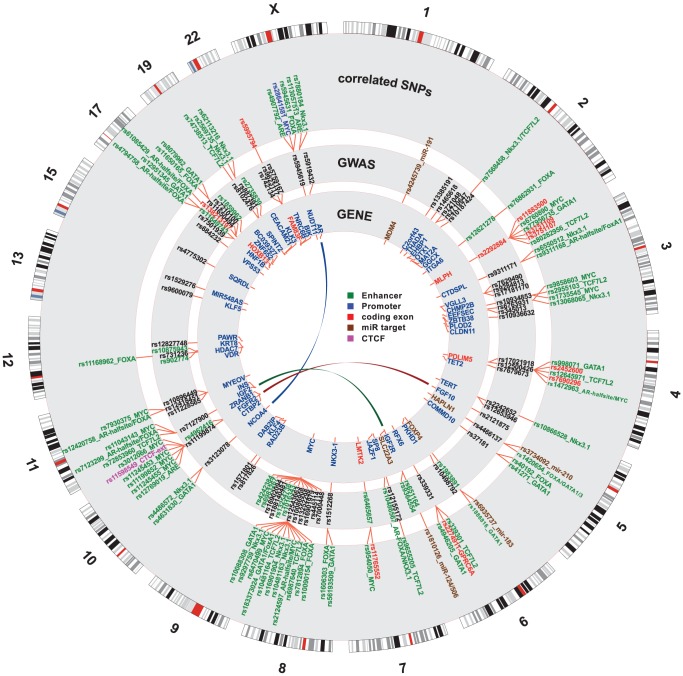
Genome-wide summary of functional annotations. Detailed map of the locations and annotations associated with risk for prostate cancer throughout the human genome. Each ring shows, successive from center, the names and locations of proximal genes, the tag- or index-SNPs, and the correlated 

 SNPs. The links in the center highlight known biochemical interactors (*e.g.* receptor-ligand pairs). Index and correlated SNPs are color-coded by putative functional category (see Legend, center). Potentially disrupted response elements are also indicated for the correlated SNPs. The outermost ring shows the numbered chromosomes to scale with cytological banding patterns. The genome is displayed clockwise from top, with p displayed as the left arm of each chromosome and q as the right arm.

There are many densely situated independent risk loci in the 8q24.21 region centromeric of the MYC oncogene [19], [24]–[34], which therefore warranted additional consideration. Figure 4 displays the region zoomed in to 

 Mb. Because 5C chromatin conformation capture data are available for the 8q24 region in LNCaP through ENCODE [3], we examined the relationship of these data to our risk enhancers. A circos plot showing interacting regions with the highest tag densities (see histogram inset with dotted cutoff in Figure 4) reveals extensive overlap between putative risk enhancers and sites of intrachromasomal interaction. Several SNPs effecting FOXA1 and ETS1 transcription factor binding sites in the vicinity of the POU5F1B locus are located within putative enhancer regions that interact in a complex manner with each other, with the *POU5F1B* coding region, and with both the *MYC* and *FAM84B* genes. Another locus, the *PCAT1* non-coding gene, has several SNPs affecting MYC, ETS1 and TCF7L2 candidate binding sites that potentially interact with the *MYC* gene locus (Figure 4). Another putative enhancer situated between *PCAT1* and *CCAT1* non-coding RNA genes interacts with the enhancer telomeric of *POU5F1B* pseudogene and also with *MYC*. It is striking from this view that 7 of the 16 index SNPs (rs7837688, rs1447295, rs445114, rs16902094, rs188140481, rs10086908, rs12543663) do not overlap any biofeatures or chromatin 5C capture data, whereas the correlated enhancer SNPs with response element disruptions do. These variants cluster within 5C-interacting regions despite having been filtered with LNCaP biofeatures, which are distributed evenly throughout the region (see for example DNase I and FOXA1 tracks in Figure 4). These data are consistent with the hypothesis that some GWAS hits have no direct effect, but instead are correlated to nearby functional variants.

**Figure 4:**
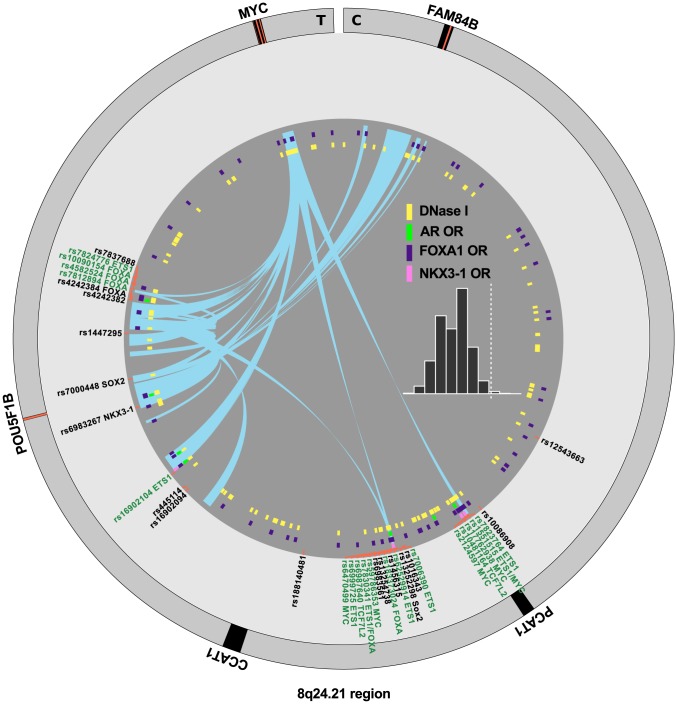
Annotation of the 8q24.21 region. The intergenic region between FAM84B and MYC is shown with biofeatures indicated as colored hashes in the inside tracks. Index SNPs are black, correlated enhancer snps are in green according to the convention in Figure 3. Chromatin capture 5C data are indicated as links (light blue) in the center, showing interactions between regions. Histogram (inset) indicates the distribution of the dataset, showing the tag density on the 

-axis *vs.* number of regions. The dotted line indicates *min.* tag-density cutoff for the display.

### Definition of risk loci

After the *Funci*{*SNP*} analysis, many index SNPs had redundant associations with correlated SNPs. We examined each locus carefully to determine the number of unique and independent risk loci. Starting from a list of 91 SNPs as input to *Funci{SNP}*, we determined that there were 77 loci that were independent. We tabulated the independent risk loci in sequential order (Table 1) in the genome.

In 25 of the 77 risk loci, we also were able to examine the LD structure for index SNPs that have been reported in two ethnic groups. For these SNPs, we asked whether some SNPs had higher correlation with the index SNP in both GWAS-tested populations (see Table 1 for population). For example rs1512268 near the *NKX3-1* gene, which reached genome-wide significance for both African and European populations (see Table 1 for references), was correlated to 15 other SNPs at 

, but a single SNP, rs1606303 was highly correlated at 

 in populations with both African and European ancestry (Figure 5). Thus, we have also identified subsets of SNPs in the supplementary materials for rs12621278 (Figure S4), rs7584330 (Figure S5), rs17021918 (Figure S6), rs7679673 (Figure S7), rs12653946 (Figure S8), rs1983891 (Figure S9), rs339331 (Figure S10), rs9364554 (Figure S11), rs10486567 (Figure S12), rs6983267 (Figure S13), rs7127900 (Figure S14), rs10896449 (Figure S15), rs11228565 (Figure S16) and rs8102476 (Figure S17) present in different ethnic groups.

**Figure 5:**
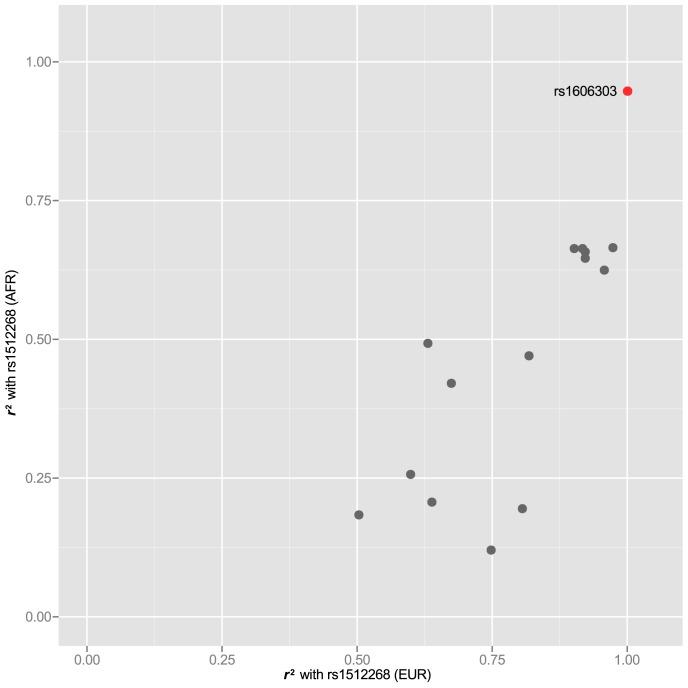
rs1512268 in two populations. The rs1512268 risk locus is 

 kb downstream of the *NKX3-1* gene. An 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. One SNP that is highly correlated in populations of both African and European ancestry is highlighted in red.

Nine other loci, at rs2710647, rs6465657, rs13252298, rs7000448, rs817826, rs1571801, rs10993994, rs5759167 and rs5919432 did not have any SNPs at 

 in both populations. It is possible that the likeliest functional SNP in these cases is the index SNP. One remaining SNP, rs5945572 in the NUDT11 region, was identified in African and European populations (see Table 1 for refs.), and also correlated to the same three SNPs as two other index SNPs, rs1327301 and rs5945619. However, rs1327301 and rs5945619, which were identified in Europeans (see Table 1 for refs.) surprisingly were *not* correlated to rs5945572 in Africans. Two of the three correlated SNPs encode disruptions of MYC (rs28641581) and AR (rs4907792, marked for functional followup, see below) binding sites in putative enhancers. Therefore, we hypothesize that all three index SNPs in this region are correlated to these other functional SNPs as the primary source of risk, and that together they constitute a single independent risk locus (#76 in Table 1).

### Motif enrichment

We next asked whether the 663 enhancer SNPs were enriched for disruption in any of the 87 PWMs chosen from Factorbook and Homer. In other words, we wanted to know whether disruption of any specific transcription factor response elements was associated with GWAS SNPs at greater than expected frequency. We approached this question in two ways. First, we asked whether response element disruptions were enriched against a background of randomly selected SNPs. In order to ensure that we were drawing inference from the background distribution we drew samples (

) of random SNPs (

), counted the number of motif disruptions for each of the 87 factors, and bootstrapped a 95% confidence interval on each PWM. After applying the Bonferroni correction for multiple hypotheses, no factors remained significant (Figure 6, 

).

**Figure 6:**
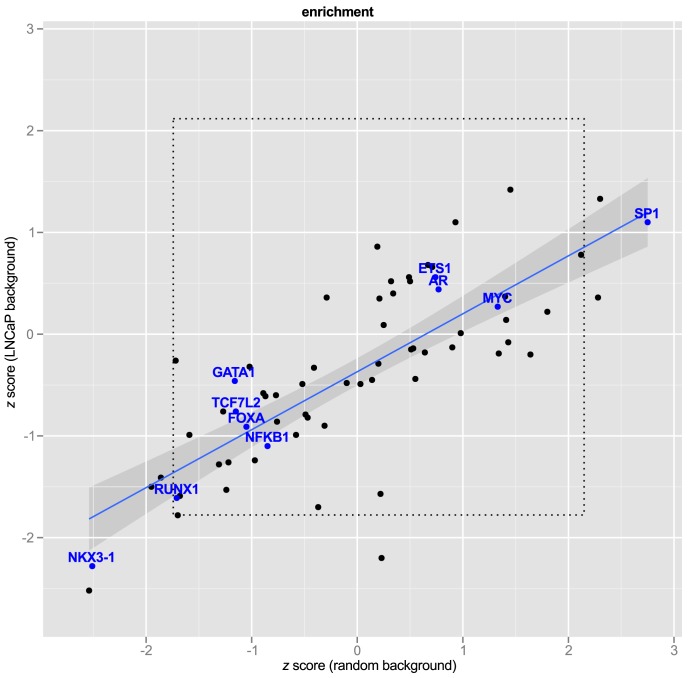
Transcription Factor Response Elements are not enriched in PCa GWAS SNPs. 
 express number of observed response element disruptions as a proportion relative to the standard deviation from the background distribution. The regression line is shown in blue with 95% confidence interval. Transcription factors of interest are highlighted with blue text. The inner box (dotted line) demarcates the 95% C.I. of a bootstrapped distribution for each PWM. A bonferroni box is outside the bounds of the graphic.

Second, we hypothesized that LNCaP cell-specific enhancer regions might differ from random SNPs in the relative abundance of some motifs, and therefore might be a more appropriate background. To test this, we repeated the procedure of random selection of SNPs, this time filtering by the same genomic regions used in our *Funci*{*SNP*} analysis to define putative enhancers. Figure 6 shows the relationship of the estimates to random background *vs.* random draws from LNCaP biofeatures. To make the results comparable between different motifs, we expressed the observed motif disruptions as a 

 statistic. This statistic is a ratio of the difference in counts of disrupted motifs from the mean to the standard deviation (see Methods, eq. 2). None of the factors of special interest in prostate cancer, *i.e.* MYC, FOXA, AR, GATA1 or 3, ETS1, TCF7L2, and NKX3-1, were enriched compared to LNCaP background. The regression line (in blue) clearly indicated significant deviation from the line of unity, suggesting greater similarity of the GWAS correlated SNPs to random LNCaP biofeature SNPs compared to background, consistent with our hypothesis. A Shapiro-Wilk test for normality revealed that the 

 scores from LNCaP and random background are normally distributed (

 and 

 respectively). Hence, the observed deviations were largely within the range of what we expected given a random sample of SNPs in LNCaP-specific biofeatures.

### Characterization of putative target genes

Prostate cancer is driven by androgen receptor signaling [12], and is likely also influenced by basic cellular processes that contribute to other cancers [35], [36]. Therefore there are two classes of potential targets. The first is the nearest gene(s) to the risk lesion, the exact location of which is somewhat uncertain but lies in a region of probability with a local maximum at the index-SNP. In this category there are known oncogenes and tumor suppressors. The second class, which does not exclude the first, comprises genes that are known targets of regulation by the androgen receptor.

We first took an inventory of nearby genes to the 77 risk loci (see Table 1) and analyzed gene ontology enrichment using the annotation clustering tool at the DAVID bioinformatics site [37]. The highest enrichment was for transcription factors (enrichment score 4.08, Figure 7A). Overall, 20 DNA-binding transcription factors are directly associated with 35 out of 77 independent prostate cancer GWAS loci: HNF1B, AR, CTBP2, RFX6, OTX1, HOXB13, PAWR, FOXP4, ZNF652, ZBTB38, VDR, NCOA4, JAZF1, NKX3-1, VGLL3, MDM4, MYC, KLF4, KLF5 and HDAC7. By inspection, we also identified at least 10 additional transcription factors within 500 kb of 9 other GWAS loci, that are also reasonable candidates for contributing to prostate cancer risk: SOX13, ZFP36L2, ATOH8, DLX1 & DLX2 (same locus), GATA2, SKIL, SP8, ASCL2, and DPF1. Enrichment of broader categories of genes including transcriptional regulation (enrichment score 3.44), negative regulation of transcription (enrichment score 2.52), transcription and RNA metabolism (enrichment score 2.06), nuclear compartment annotations (enrichment score 2.00), and zinc-finger proteins (enrichment score 1.46) was observed.

**Figure 7:**
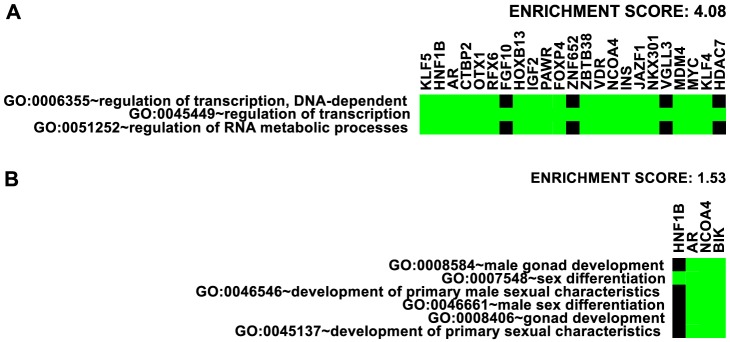
Enrichment of Gene Ontology. Representative ontology clusters from DAVID [37] enrichment analysis of nearby genes given in Table 1. Green boxes indicate membership of the genes (as columns) with the annotations (as rows). A. Transcription factor cluster. B. Male gonad development cluster.

We also detected enrichment for genes involved in male gonad and sex differentiation (enrichment score 1.53, Figure 7B) and gland development and branching morphogenesis clusters (enrichment score 1.40). The DAVID website suggests 1.3 as an approximation for an equivalent of the group non-log 0.05 

 value cutoff [38]. These findings suggest that genes involved in the regulation of transcription and the differentiation of male gonad structures may be overrepresented in genomic regions with heightened risk for prostate cancer.

In our second analysis we selected all nearby androgen regulated genes within 500 kb of putative functional variants. There were 36 androgen regulated genes near 18 independent risk loci, including several from the list of transcription factors discussed in the previous section: MYC, GATA2, NCOA4, ZBTB38, ZNF652, NKX3-1. Other non-transcription factor genes were notable for being both androgen regulated and among the nearest in proximity to the GWAS hit, including KLK3 (otherwise known as prostate serum antigen [PSA]), IGF2R, CHMP2B, BMPR1B, and the cell cycle reglator Cyclin D1 (CCND1). Table 4 lists the genes and their relative expression in androgen-stimulated LNCaP cells.

**Table 4:** Androgen-regulated genes.

index SNP	Gene	100 nM DHT [63]	10 nM DHT [64]	1 nM 1881 [65]
rs10187424	ST3GAL5	−5.10		
rs7584330, rs2292884	MLPHLRRFIP1RAMP1	+6.19+1.49−1.52		
rs17181170, rs7629490rs9284813, rs2660753	CHMP2B	+2.49		
rs10934853	GATA2SEC61A1	−3.94+1.41		
rs17021918, rs12500426	BMPR1B**PDLIM5**SMARCAD1	+1.85**+1.97**+1.68		**+2.07**
rs9364554	IGF2R	+1.35		
rs6465657	ASNSBAIAP2L1BRI3BHLHA15	+2.83+1.39−1.90	−4.72	
rs1512268	**NKX3-1**ENTPD4	**+5.74**+1.67	**+10.9**	**+5.56**
8q24 region	MYC	−4.53		
rs12418451, rs11228565, rs10896449, rs7931342, rs7130881	CCND1	−2.20		
rs4430796, rs7501939, rs11649743	TBC1D3DDX52	−1.73+1.49		
rs11650494, rs7210100	TTLL6ATP5G1PHBCALCOCO2**ZNF652**	−5.66−3.89−1.64+1.41**+1.56**		**+1.98**
rs2735839	**KLK2** **KLK3** **KLK4** **KLKP1** **C19orf48**KLK15VSIG10L	**+7.83** **+3.40** **+1.47** **+2.13** **+1.60**−4.55−3.20	**+134** **+53.4** **+12.3** **+9.62** **+4.88**	**+18.8** **+6.94** **+2.77**
rs1327301, rs5945572, rs5945619	MAGED1	−1.53		

**Table of Index SNPs with AR regulated genes.** Genes within 1 Mb of functional SNPs. Genes are differentially expressed after exposure of LNCaP to androgen (see treatment in column header). Data are included from three different RNA-seq studies. Numbers represent fold change post-treatment. Genes identified by more than one study are indicated in bold typeface.

### GWAS correlated SNPs encoding disruptive variations in AR, FOXA1, and NKX3-1 response elements alter enhancer activity

To test the hypothesis that one or more of our putative functional polymorphisms disrupts a true transcription factor response element, we evaluated a sample of the enhancers in an *in vitro* heterologous enhancer-reporter luciferase assay in LNCaP cells. In the absence of good prior information, we could not predict the magnitude of the effect of a variant at a single nucleotide in a strong consensus binding site on enhancer activity. In order to obtain reliable inference on basal enhancer activity and response to androgen for possibly very slight changes, we eliminated other sources of variation such as plasmid preparation, batch and transfection effects. Thus, we sampled evenly over this parameter space (

) and used a hierarchical bayesian model to estimate the true enhancer activity and androgen (DHT) response, as well as the effect of SNP alleles on both (see Methods, equation 3).

The first enhancer containing rs113057513, which encodes a consensus androgen response element (Figure 8A) near the androgen receptor gene, showed slightly elevated luciferase activity of 17.9% (

) for the G allele after DHT treatment (Figure 8D). However, the difference is not biologically relevant and there was no basal activity for this enhancer relative to the negative controls.

**Figure 8:**
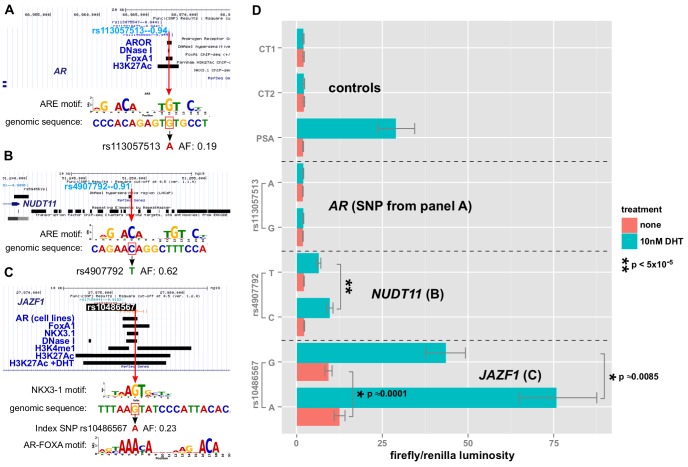
Allelic effects of prostate cancer-correlated SNPs in enhancer-luciferase assays. A,B,C: alignment of the genomic sequence surrounding the SNP with transcription factor LOGO, highlighting the disruption. Red box indicates the risk allele. Features of interest in the region are highlighted, including the biofeatures from *Funci{SNP}* analysis. D: enhancer activity in the presence or absence of DHT treatment with 95% C.I. for each allele of SNP and each enhancer (see 

 

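The cloned fragment near NUDT11, a nudix hydrolase gene, found by matching the genome part of the Table 5 primers, lay on chromosome X of hg19 from 51248310 to 51249354, over an exon of the noncoding gene LINC01496 and 8.87 kb from the start of NUDT11. The sequence CAGAACAGGCTTTCCA of Fig. 8B lay in it from 51248778 to 51248793. No peak of any list overlapped this fragment, and the nearest was a DHT peak of 14 tags from 51266190 to 51267209. The same primers also matched chromosome X from 51034894 to 51035908, near NUDT10, without that sequence. Whether tags of the NUDT11 fragment can be told from those of this other place was not tested. The absence of a peak over the NUDT11 fragment therefore does not show that it lacks the acetyl mark. The control fragment 8q24 CT1, on chromosome 8 from 128497870 to 128499560, overlapped no peak of any list. The primers were parted from their added restriction sites with the fragment lengths of Table 5 at hand, so the match in length is no independent check.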

labels).

In contrast to the enhancer at the *AR* gene locus, the enhancers near NUDT11 (Figure 8B) and in an intron of the JAZF1 transcriptional repressor gene (Figure 8C) showed a strong induction of 

- and 

-fold, respectively. Even more strikingly, both SNPs had highly significant allele specific differences in DHT-induction.

Of the three enhancers that we tested, which all contain SNPs affecting a putative ARE, the enhancer containing rs10486567 in JAZF1 showed 10-fold elevated basal activity relative to controls (Figure 8C). All three enhancers showed significantly increased activity in the presence of DHT (Figure 8D).

The NUDT11-enhancer at rs4907792 has either a T or a C allele. The C allele creates a reasonably good androgen response element by the middle C of the ACA motif, whereas the T disrupts it (see sequence logos, Figure 8B). In our luciferase assay, we did not detect a difference between alleles in basal activity, however the T allele is weaker by an estimated 1.8-fold relative to the C allele after induction with DHT. This 80% difference in the activity of the two alleles suggests that rs4907792 is critically important to the androgen sensitivity of this enhancer, and that the C allele of rs4907702 has more activity than the T allele.

For the JAZF1 enhancer, we detected a very significant difference of 1.39-fold (95% credible range of differences 1.21–1.61) in basal activity between the G and the A allele (Figure 8C, salmon bars). This particular locus is bound by the tumor suppressor NKX3-1 and the oncogene FOXA1 in LNCaP cells (Figure 8C, gbrowse view) *and* the SNP itself affects a critical residue in the response elements of both factors (see logos in Figure 8C). Thus, one version of rs10486567, encoding a G, creates a strong consensus NKX3-1 response element at this position. The alternate version of the SNP, encoding an A, destroys the NKX3-1 site in favor of an equally strong FOXA1 site.

Androgen Receptor also binds to the locus (Figure 8C) in LNCaP cells, and it is flanked by H3K4-monomethyl and H3K27-acetylation signals, providing additional evidence for this locus as a true enhancer. 

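The JAZF1 fragment lay on chromosome 7 of hg19 from 27976219 to 27977016, in an intron of JAZF1, and held the genomic sequence TTTAAGTATCCCATTACAC of Fig. 8C from 27976558 to 27976576. H3K27Ac peaks covered the whole fragment in both conditions. The vehicle peak ran from 27972990 to 27978749 with 114 tags (94.0 to 137), and the DHT peak ran from 27972450 to 27979049 with 156 tags (132 to 182). Among the top 25000 peaks these stood at rank 1132.5 with vehicle and 198 with DHT, ties sharing a mean rank. A neighboring peak of JAZF1 ran from 27959100 to 27961379 with 19 tags (11.4 to 29.7) with vehicle and from 27958380 to 27961559 with 73 tags (57.2 to 91.8) with DHT. Over the whole gene the vehicle list had 10 peaks and the DHT list 15. The nearest TCF7L2 peak, of 21 tags, lay 19.97 kb from the fragment, and the nearest among the top 15000, of 37 tags, lay 23.9 kb away. The paper counts H3K4 monomethylation and H3K27 acetylation beside the site as further evidence of an enhancer.

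**Figure D2:**
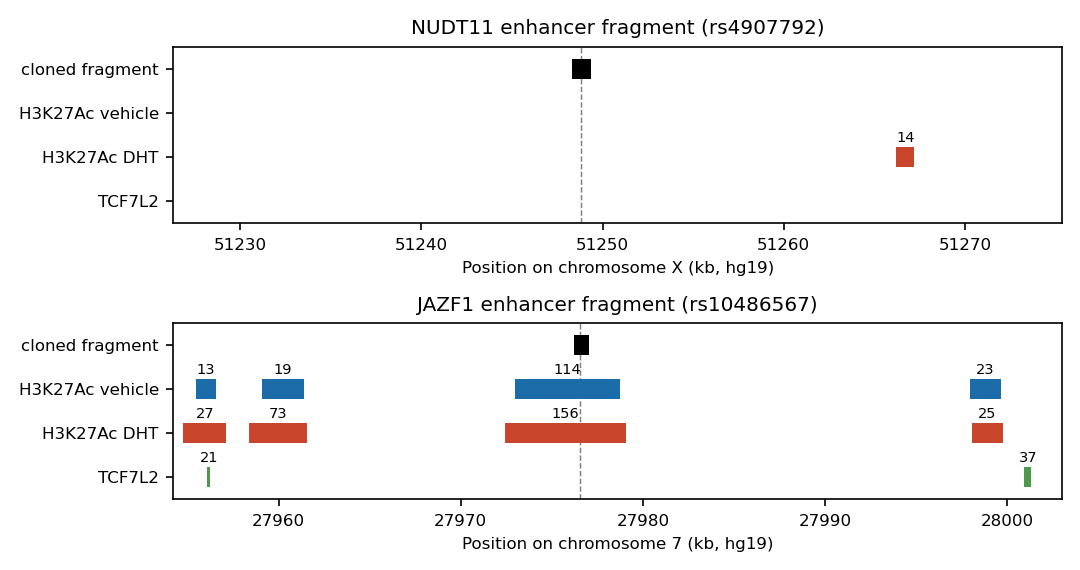
Peaks around the cloned fragments near NUDT11 and in JAZF1, by position in kb on chromosomes X and 7 of hg19, with 1 library per list. Each bar is a peak with its height in tags above it, the black bar is the cloned fragment, and the dashed line marks the genomic sequence of Fig. 8. The JAZF1 fragment lies under peaks of 114 and 156 tags, and the NUDT11 fragment under none.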

Consistent with a role for androgen signaling at this enhancer, we observed a 6.7-fold induction for the A allele after DHT treatment. We also detected significant allele-specific differences in DHT induction of 1.28-fold between A and G (95% credible range of differences 1.09–1.47), with the A allele being the strongest. Thus, there is an estimated mean difference of 28% in the magnitude of the androgen effect between the A and G alleles of rs10486567.

Therefore, the risk associated with the C allele of rs4907792 creates a stronger androgen response element and increased NUDT11 expression by eQTL analysis [39]. Interestingly, the risk associated with the G allele of rs10486567 in the JAZF1 intron creates an NKX3-1 binding site while destroying a FOXA1 binding site in line with the DHT-dependent decrease in enhancer activity; we would hypothesize that JAZF1 is likely a tumor suppressor influenced by this enhancer.

## Discussion

### *Funci{SNP}*

We have presented here the most comprehensive account and annotation of GWAS risk loci for prostate cancer that have been reported to date. We believe that this has value not only as a framework upon which to test new hypotheses, but to stimulate other bioinformatics efforts going forward. In the following sections we will discuss the implications of our findings with respect to the mechanisms of disease risk and the biology of human enhancers in such regions. Finally, we will explore some possible approaches for discovery of true functional SNPs by experimental means, including this work.

One of our primary motivations for using *Funci*{*SNP*} is that it restricts the number of correlated SNPs to those with biofeatures in the relevant cell type. We have chosen biofeatures associated with coding exons, microRNA regulatory targets, and most importantly, enhancers. Some loci may confer risk by alternative mechanisms, such as ncRNA, but as these are not well understood at this time, we think it best to postpone that analysis until it becomes practical. Furthermore, the vast majority of GWAS variants and their correlates lie well outside the regions where primary sequence features of that type (*i.e.* exon annotations) are present, hence we believe that many important risk variants will be identified within enhancer regions.

There are at least two other types of potential regulatory variation that are difficult to capture with this type of analysis. One is alterations to the primary sequence that, by mechanisms which have yet to be elucidated, alter the pattern of nucleosome spacing or histone modification. It is known that some sequences contribute to nucleosome positioning in chromatin [40]–[42]. A second mechanism that we have not explored in our annotation is the effect of such polymorphisms on DNA methylation at CpG sites. Such polymorphisms may contribute to variation in gene expression levels [43].

Another issue is that many identified GWAS associations consist of common variants with only slightly elevated risk (odds ratios in the range of 1.02 to 1.8 (see Figure S18). We anticipate that such small magnitude of risk is associated with very small changes in the regulation of certain key genes. Since many of the genes associated with risk loci are key regulators of development and cellular biology (*e.g.* MYC), such disruptions are necessarily tissue specific and mild so as to confer slightly elevated risk over a lifetime, and perhaps with cumulative effects or environmental interaction.

So far the vast majority of GWAS risk that has been reported does not affect protein coding regions. Indeed, as much as 77% of GWAS variation is associated with DNAse I hypersensitivity sites [44]. Our findings are consistent with this: 663 of 727 SNPs are located in enhancers. Moreover, 509 of these SNPs potentially disrupt known transcription factor response elements, *vs.* only 13 SNPs encoding putative missense mutations in proteins.

Our analysis of the missense variations in our correlated and index SNPs suggests that it is possible that a few of them encode damaging mutations, but this was by no means the unanimous conclusion from the various algorithms we tried. The only clearly damaging variant was rs138213197, which encodes a change from Glycine to Glutamate in the HOXB13 gene, and was previously reported to be associated with a high risk of prostate cancer [45]. This result was also recently confirmed in a GWAS [46]. Expression of HOXB13 is critical for mammalian prostate development [47], and likely involved in carcinogenesis of the prostate as a tumor suppressor [48], [49]. The allele frequency of this variant is very low (

), possibly suggesting lower fitness *in utero*. Furthermore the risk allele has an odds ratio of 4.42 [46] and individual carriers are likely to contract prostate cancer at an earlier age [45]. Nonetheless, it remains possible that even milder variants in one of the other proteins that we have catalogued in Table 2 also contribute to risk. It will be necessary to do follow-up allele replacement experiments either in cell lines or in other model systems, *e.g.* mouse to determine the contribution to cellular or disease phenotype, if any.

In order to zero in on which SNPs are likely to be functional and causal, we need to know which of the putative enhancer regions are most likely to be true enhancers. This information will come from a variety of sources including computational models using ENCODE data. In addition, chromatin conformation capture experiments that elucidate the intrachromosomal looping, which brings transcription factors into association with the PolII complex at promoters and thereby promotes gene transcription will be vital to this effort. ENCODE has provided some limited 5C chromatin interaction data for the MYC region, which we have superimposed on our *Funci*{*SNP*} results in Figure 4. These data show a clear relationship between the *Funci*{*SNP*} results and regions of chromatin that interact with both MYC and other genes in the region. Despite the fact that chromatin biofeatures are scattered evenly throughout the region, the correlated SNPs appear to fall only within these special regions where intramolecular chromatin interactions are apparent. It is also notable that the specialist transcription factors AR and NKX3-1 are restricted to these regions. One of the most striking examples of the power of the *Funci*{*SNP*} approach is the potentially significant information obtained for the rs188140481 index SNP, which as we have previously pointed out does not coincide with LNCaP biofeatures [50]. It resides 

 kb distant from one highly correlated SNP, rs183373024, that encodes a lesion in a strong consensus FOXA1 binding motif. Rs183373024 also resides in DNAse I and FOXA1 ChIP-seq peaks [50], as well as highly significant 5C interaction with the MYC locus (Figure 4).

Yet another clue about likely causality may be supplied by our observation that at loci where GWAS identified the same susceptibility in two or more populations, there are a subset of SNPs with greater correlation to the index in both populations. Indeed, it has been previously reported that disease associations that fail to replicate between European and East Asian populations map to regions where LD structure differs significantly [51]. Thus, the underlying LD structure has potential to inform the search for functional SNPs. Because of the importance of this point (illustrated in Figure 5), we included plots, annotated with multiethnic-significant corrSNPs, of LD structure for each region where risk was identified in more than one ethnic group in the supplementary materials. These plots should serve as a resource for followup studies being conducted on each individual region. It makes sense in our view to prioritize these SNPs over others when running empirical tests for functionality. This finding also highlights the intrinsic value of identifying the same associations in more than one ethnic group.

### On enrichment of targets

A natural question about the prostate cancer GWA studies is whether they point to specific mechanisms of risk, and whether they shed any light on the mechanisms of development of prostate cancer or cancer generally. We decided to look at the GWAS data through the lens of human genetics and to treat the set of observations the way one might approach a genetic screen in a model organism.

Since a significant fraction of the risk occurs within enhancer regions, it is a reasonable hypothesis that variations in transcription factor response elements are responsible for the majority of the functionality associated with such risk. Furthermore, if there are one or more factors whose regulatory activity in the risk regions is more important than the others, we might be able to detect enrichment in its binding site disruptions. Key to our analysis is the focus on significant disruptions, *i.e.* functional SNPs, and exclusion of SNPs that merely fall within likely binding sites. We did not find any strong evidence for enrichment of any motifs, including MYC.

An association was reported for GWAS loci LD-blocks and genome-wide androgen receptor bound regions [52]. Of course, such associations imply but do not necessitate direct involvement of the androgen receptor *per se*. We have attempted to address the association specifically with AR by selecting variants with response element disruptions. Although we did not see enrichment, we reported two SNPs that exhibit clear effects on androgen sensitive enhancer activity. However only one of the SNPs disrupts an androgen receptor response element directly. One explanation to reconcile our lack of enrichment with the previous study is that GWAS loci are indeed enriched in androgen sensitive enhancers (*i.e.* androgen bound), but the causal variants aren't biased toward disruption of a particular factor. Thus, any factor that disrupts the activity of a particular androgen-sensitive enhancer might be suspect. Biologically this makes some sense, since we expect the target gene to be more important than components of the regulatory network. It has long been known that transcription factor motifs cluster in regulatory regions [53]–[55], and it was reported recently that transcription factors cluster tightly in DNase accessible regions in a cohesin-dependent fashion [56]. This arrangement of transcription factors on enhancers *in vivo* is consistent with this latter observation. Finally, we note that even enrichment for androgen-bound mechanisms does not preclude a subset of loci having androgen-independent risk.

It is worth mentioning the reasons we did not see enrichment and implications of this for the risk mechanism. A trivial explanation for lack of enrichment is insufficient sample size (

). Typical disruptions for a given PWM fall somewhere in the range of 

 to 

 for this sample size, with a median of 6. However, a more likely scenario is that the signal is lost in the noise. If one or two SNPs carries the majority of risk (as in Figure 9A), then *Funci*{*SNP*} identifies these SNPs plus a handful of false positives. We would more likely detect true enrichment if we restricted our analysis to the set of true causal risk SNPs. On the other hand, it is possible that clouds of functional variants in correlation with the index (as in Figure 9B) carry the risk. Indeed, conserved clusters of individual transcription factor motifs are found near target genes [57]. In that case, we might have detected enrichment more readily in our correlated set even if we are capturing only some of the causal variants. Another possibility that has been proposed is that the index-SNP is loosely correlated with multiple rare, high-effect variants (the synthetic hypothesis) [58], [59], and our analysis would be insensitive to such a mechanism.

**Figure 9:**
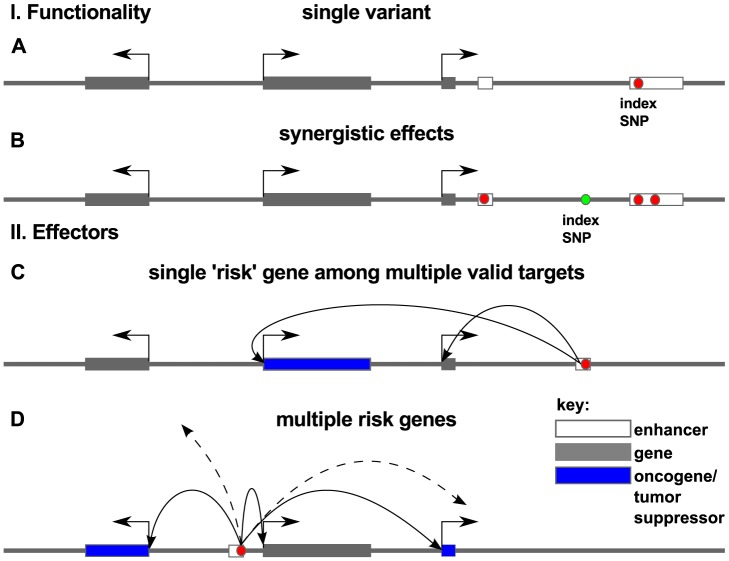
Models for association of risk with effector genes. Red dots indicate the true causal variant position in the genome, as opposed to variants that may be merely correlated with such functional variants (green dots). In panel I. we consider functionality of such variation within a locus. Causal association with risk for disease may be the result of a single variant (A) or multiple correlated variants (B) disrupting regulatory elements in enhancers (white box). In panel II we consider the effector genes of these causal variants. Arrows show regulatory interaction between enhancer and promoter as revealed by chromatin conformation capture experiments. Risk may arise from a damaging hit to a regulatory region that affects the expression of a single key oncogene or tumor suppressor (blue box) (C) or several effector genes that target a disease process or pathway (D).

Which mechanism is most consistent with the aggregate of PCa GWAS data? We identified several regions with a large number of associated variants, for example the variants in the 8q24 region and rs7584330 (see also Figure S5). In contrast to this we also identified many examples with no variants (beside the index-SNP), including rs721048, rs1287748, rs1529276, rs4775302, rs138213197, rs11650494 and rs103294 among others. The remainder fall somewhere between these extremes. Thus, a careful review of the 77 loci suggests that a mixture of mechanisms are in play, and this alone may account for the lack of enrichment.

It is also worth considering possible underlying causes of risk. We looked at target enrichment, and found that transcription factors are enriched in the vicinity of prostate cancer risk regions. This suggests that risk is heavily influenced by perturbations to transcriptional networks. We also uncovered evidence for enrichment of factors involved in the development of male gonad and glandular structures near GWAS risk loci, all consistent with the biology of the tissue of origin for this cancer. Thus it appears that dysregulation of these genes may contribute to risk for disease.

The simplest model for risk effectors is that a causal risk SNP(s) affect the tissue-specific expression of a single key effector gene (as in Figure 9C). There is some recent evidence from GWAS in hypertension that multiple genes can be targeted [60] consistent with the model in Figure 9D in which a single GWAS hit affects multiple genes. Again, we see examples of loci that appear consistent with either model (multiple- or single-hit risk), and it will be intriguing in the coming years to uncover the true functional SNPs and their effector genes.

### Mechanisms for the effect of single nucleotide substitutions on enhancer activity

We have characterized two SNPs, rs4907792 and rs10486567, with highly significant effects in a heterologous reporter assay. These SNPs affect response elements of factors widely thought to be drivers in the progression of prostate cancer. It is interesting to compare and contrast the different effects we observed for the SNPs.

Rs4907792, which is located in the enhancer near NUDT11, directly changes a computationally identified AR response element. We observed little basal activity for this enhancer, but a 7.8-fold activation in response to DHT. We detected an 80% difference in the level of activation between the two alternate versions of the SNP, consistent with our hypothesis that the SNP itself affects a critical residue in a true androgen receptor response element.

The SNP at rs4907792 is in linkage disequilibrium with index SNPs rs5945572 (

) and rs1327301 (

), and also with index SNP rs5945619 (

), which is an eQTL with the NUDT11 gene [39]. The ‘C’ allele of rs4907792, which resulted in increased expression of reporter, correlates with the risk ‘C’ allele of rs5945619 (‘G’ in [39], referencing the bottom strand) which is associated with higher expression of NUDT11. Thus, rs4907792 is potentially the cause of slightly elevated expression of NUDT11. The eQTLs do not measure androgen sensitivity directly, and thus potentially underestimate the importance of this relationship.

In contrast, the JAZF1 enhancer that contains the index SNP rs10486567, surprisingly affects alternately good NKX3-1 or FOXA1 binding sites (see sequence logos in Figure 8C). For this enhancer we detected significant basal activity of 11 times that of the control enhancers, and also 6.7-fold activation in response to DHT. We detected an allele-specific difference in this enhancer of 28%, though significantly smaller than the NUDT11 enhancer.

These observations are consistent with rs10486567 having a direct effect on the basal transcription of the JAZF1 enhancer by altering the stoichiometric balance between FoxA1 binding and NKX3-1 binding, and an indirect but biologically relevant effect on androgen sensitivity through the androgen receptor, whose binding is promoted by FOXA1 [61].

The JAZF1 enhancer is situated in intron 3 of JAZF1, making JAZF1 the likeliest target. Consistent with our hypothesis that the index SNP rs10486567 (

) is the most significant functional variant, fine-mapping of the *JAZF1* locus suggests that this index SNP remains the most significant association in the region [62]. JAZF1 encodes a transcriptional repressor, but its expression is not regulated by androgens, at least not in LNCaP [63]–[65]. It is notable however that LNCaP is homozygous for the risk-allele ‘G’, which we found to be 39% less active and 28% less responsive to androgen. Thus, the negative result in androgen sensitive expression profiling may reflect reduced contribution of this enhancer within the regulatory milieu of LNCaP cells. Intriguingly, endometrial stromal sarcomas frequently involve rearrangements of the JAZF1 locus [66], [67]. JAZF1 may encode a tumor suppressor since loss of expression is associated with neoplastic development in multiple tumor types involving these translocations [66], though the mechanism of protective activity is unknown.

There are also two other nearby androgen regulated genes at the *JAZF1* locus, *HIBADH* and *TAX1BP1*. *HIBADH* encodes a mitochondrial enzyme, and is negatively regulated by androgen [63]. However, it is not associated with prostate development or cancer. TAX1BP1 is a likely essential inhibitor of apoptosis pathways mediated by NF-

 and JNK signaling [68]. Since the simplest hypothesis would involve overexpression of this gene, it is difficult to reconcile the risk allele leading to loss of TAX1BP1. JAZF1 and TAX1BP1 abut at their 

 ends, so another possibility is that decreased transcription of the JAZF1 locus alters the rate of transcription or termination from TAX1BP1, thus increasing its expression and indirectly promoting the anti-apoptotic pathway.

## Conclusion

Our data and subsequent analyses paint a picture of prostate cancer risk loci in which the majority of variants overlap likely enhancer regions. But we also find a high degree of heterogeneity in the arrangement of these loci and the number and types of functional SNPs associated with them. We provided a complete summary of the functional variants associated with GWAS risk in prostate cancer, and analyzed the putative causal variants and effector genes with respect to biological enrichment. In light of these various observations, we explored the implications for mechanisms of risk, and found that our data are consistent with GWAS risk loci encoding one or more damaging variants in stage- and tissue-specific enhancers. As a preliminary step toward characterizing these variants, we cloned 3 enhancers and tested them in an enhancer-luciferase assay with different versions of the risk-associated SNPs. Two of the enhancers exhibited androgen-responsiveness, and also exhibited allele-specific differences. Therefore, it will be interesting to see whether some of the 

 enhancers we have characterized are tissue- or stage-specific, which genes are modulated by their activity, and whether those genes in turn have an effect on cellular phenotype. Going forward, it will be necessary to characterize the effect of all the risk elements and the correlated variants on gene regulation in LNCaP. It will also be instructive to perform chromatin conformation capture experiments, to further characterize and verify the interaction of these enhancers with their target genes. As a practical concern, we have identified a seemingly large number of putative functional variants in need of testing (509 SNPs in enhancers and 20 SNPs in promoters). Once the enhancers have been tested for biological activity *in vivo* using knockout by TALen or CRISPR, the number of variants will be further reduced. These variants should then be prioritized by 

, including multi-ethnic comparisons where possible, then by response element (*e.g.* an AR binding site

GFI1). This work will pay dividends not only for understanding the etiology of prostate cancer and similar diseases, but promises to greatly expand our understanding of the biology of non-coding sequences in the genome.

## Materials and Methods

### Genome-wide ChIP-seq

LNCaP cells were cultured as described previously [7]. For H3K27Ac experiments they were first grown with charcoal-stripped serum and harvested when 80% confluent. LNCaP were stimulated for 4 hours either with 10 nM DHT or ethanol vehicle control before collection. LNCaP for TCF7L2 ChIP-seq was grown in RPMI 1640 supplemented with 5% FBS (not charcoal-stripped) and collected when 80–90% confluent. Antibodies used for ChIP-seq were: TCF7L2 (Cell Signaling Technology, Danvers, MA, USA; C48H11 #2569, lot2), H3K27Ac (Active Motif, Carlsbad, CA, USA; #39133, Lot#213110044). For the TCF7L2 ChIP-seq assay, 835 

 of chromatin was incubated with 25 

 antibody; for H3K27Ac, 10 

 chromatin was incubated with 6 

 antibody. TCF7L2 and the H3K27Ac ChIP assays were performed as described [69] using protein A/G magnetic beads to collect the immunoprecipitates. Enrichment of ChIP targets was confirmed by qPCR and libraries were created as previously described [69]. Gel size selection of the 200 to 500 bp fraction was conducted after an adapter ligation step, followed by 15 amplification cycles. The TCF7L2 library was run on an Illumina GAIIx and mapped to the UCSC human genome assembly HG19 using Illumina eland pipeline. LNCaP H3K27Ac libraries were barcoded and sequenced by the University of Southern California Epigenome Center on an Illumina Hi-seq and aligned to the UCSC human genome HG19 using Bowtie 2 [70]. Peaks were called using Sole-search [71] (

, FDR 0.0001 and a blur length set to 1200 for H3K27Ac; 

, FDR 0.001 for TCF7L2). The complete data for 

-H3K27Ac ChIP-seq and 

-TCF7L2 ChIP-seq are deposited at GEO accession # GSE51621 (http://www.ncbi.nlm.nih.gov/geo/).

### Luciferase enhancer assays and site-directed mutagenesis

Enhancers were amplified by polymerase-chain-reaction using primers listed in Table 5 from LNCaP genomic DNA and cloned into TK-luc2 plasmid as previously described [7]. Luciferase enhancer assays and site-directed mutagenesis were performed using previously published methods [7].

**Table 5:** Primer sequences.

enhancer name	sequence	*T_m_*	prod. size
8q24 CT1	F: 5′ GGGGTACCCCAAGTGGAACCAACTGAC 3′R: 5′ GGGGTACCGGCCAAAAGAAAATGGCATA 3′	60°C60°C	1,691
8q24 CT2	F: 5′ GGGGTACCGCATGCATTAGGGGAGAAAA 3′R: 5′ GGGGTACCGTAGCTCACAGCCGAGATCC 3′	60°C60°C	1,582
AR	F: 5′ GGGGTACCCCCCCTGGTAGGTTTAGCTC 3′R: 5′ TCCCCGCGGGGCTCTTGACTTCCCTACCC 3′	60°C60°C	989
NUDT11	F: 5′ GGGGTACCTGATGAGAACACCCCACAAA 3′R: 5′ TCCCCGCGGGGCCCTGAAACAGCAATTAT 3′	60°C59°C	1,045
JAZF1	F: 5′ GGGGTACCTGCACAAACTCAGGGACAAA 3′R: 5′ TCCCCGCGGACAGCCTGATGGAGGAGCTA 3′	60°C60°C	798

**Primers used in cloning enhancers for reporter assays.** The underlined portion highlights the 

 and 

 sites used for site-directed cloning of the PCR product. The PSA control is described in [7].

### Models and computation

#### *Funci*{*SNP*} analysis and assessment of SNP effects

To integrate chromatin biofeature annotations with 

 genomes genotyping data, we used in-house developed R package *Funci*{*SNP*}, available at Bioconductor.org [2]. We selected publicly available datasets that are relevant to the biology of prostate epithelia and prostate cancer. The following ENCODE datasets were employed to filter correlated SNPs that lie within putative enhancer regions with Gene Expression Omnibus (GEO) accession IDs 1) LNCaP and RWPEI DnaseI HS sites (GSE32970); PrEC DNaseI HS sites (GSE29692); LNCaP CTCF ChIP-seq peaks (GSE33213); LNCaP H3K4me3 and H3K4me1 histone modification ChIP-seq peaks GSE27823); FoxA1 ChIP-seq peaks (GSM699634 & GSM699635); Androgen Receptor ChIP-seq peaks [72] & ARBS (GSE28219 [73]); NKX3-1 ChIP-seq peaks (GSM699633). To define other physical map features (transcription start sites, 

 UTR, 

 UTR) we obtained annotations from the February 2009 release of the human genome (GRCh37/HG19) in the UCSC genome browser. We used the highly conserved set of predicted targets of microRNA targeting at mircode.org (miRcode 11, June 2012 release) [18]. *Funci*{*SNP*} was run with the following settings: a window size of 1 Mb around the index SNP was used, and 

 cutoff 

. Linkage disequilibrium (

) was calculated separately for all populations in which each index SNP was originally reported (see Table 1). Analysis of the potential effect of non-synonymous variants on protein folding was carried out with Provean [14], SIFT [15], Polyphen2 [16], and SNAP [17] with default settings. To determine whether *Funci–SNP}*-generated SNPs potentially affect the binding of known transcription factors, PWMs were employed from [22] and [23]. Thus the matrix score 

 varies from 0 to 1 and is given as:
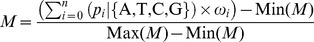
(1)where the frequency 

 is derived from PWM of factor 

 and we introduce the positional weight 
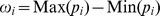
 to account for the importance of the position in the motif.

#### Analysis of transcription factor response element enrichment

The 

 scores for motif enrichment are calculated as:
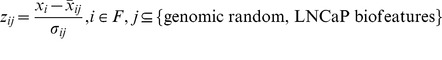
(2)where the 

 score for the 

 transcription factor against background 

 is difference of the counts 

 and the mean counts 

 for that factor in background 

, as a proportion of the standard deviation, 

. The set of transcription factors, 

, is described in the text. We calculated the bootstrapped background distribution statistics (quantiles for 2.75% and 97.5%) representing the 95% confidence interval for each PWM individually from 200 random draws of 663 SNPs from each background. A Bonferroni correction was applied to the quantiles to correct for the application of multiple hypothesis testing.

#### Bayesian model of luciferase data

We assumed 
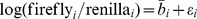
 for the 

 observation where the 

, estimated from technical replication, were assumed to be exchangeable, and modeled as 

 with 

 having an exponential prior with mean 1. All logarithms were natural logarithms to base 

. The model for the expected expression level of a given data point was
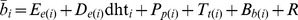
(3)where 

 is the enhancer effect for enhancer 

, 

 is the androgen response for enhancer 

, 

 is an indicator variable for whether sample 

 was treated with androgen hormone, 

 is the plasmid prep effect for plasmid prep 

, 

 is the transfection effect for the particular transfection 

, and 

 is the batch effect for all data from the 96 well plate 

. The level 

 was the reference level constrained to be the average of all data for the two negative control enhancers.

There were typically 6 plasmid preps for each enhancer, and 4 transfections of each plasmid prep in each batch where that plasmid was measured. Each sample was replicated twice on the plate. The negative controls and PSA positive control were run on each batch.

The 

 values were given a t distribution prior with degrees of freedom and scale each exponentially distributed with mean values 20, and 8 respectively. The 

 values were taken to be cauchy distributed with scale exponentially distributed with mean value 1/2. The plasmid prep effects 

 were taken to be normally distributed around 0 with standard deviation exponentially distributed with mean value 1. The transfection effects 

 were take to be t distributed with exponential priors on degree of freedom (mean 3) and scale (mean 1/2).

Bayesian model and subsequent inferences were fitted via the Metropolis algorithm [74] using a Hamiltonian sampler implemented in Stan software [75], [76]. In the text and Figure 8, we report the mean of samples and 95% credible interval (C.I.) for contrasts of interest. We interfaced to the software via the rstan package (version 1.3.0) in the R statistical environment (version 3.0.1) on a desktop Intel i7 running Ubuntu release 12.04.

## Supporting Information

Figure S1 Histogram of H3K27Ac peaks. Peak height plotted as a function of peak number for both charcoal stripped serum (css) and DHT treatment (dht) in LNCaP cells. The dotted line indicates the cutoff top 25 k peaks used as biofeatures for *Funci*{*SNP*} analysis.
(EPS) Click here for additional data file.

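Among the top 25000 DHT peaks, 701 overlapped no peak of any height in the vehicle list, and among the top vehicle peaks 11 overlapped none in the DHT list. The tallest such DHT peak lay in ADARB2, an RNA editing gene, on chromosome 10 from 1361610 to 1364669 with 104 tags. Peaks of 89 tags lay near ACBD6, near MYBL1 and over the start of HERC4. The next were in C2orf76 (83 tags), over the starts of TMEM100 (77 tags) and NEBL (76 tags) and in SRFBP1 (75 tags), and between genes 474 kb from the start of FHIT (78 tags) and 409.8 kb from that of PRR16 (75 tags). Vehicle peaks without a DHT peak had 33 tags in MRPS22, 28 in CEP290, 27 within 50 kb of FBXO25 and 26 in PRH1, among others. Others lay far from genes, with 36 tags 93.7 kb from the start of FUNDC1, 31 tags 982 kb from that of PCDH7, 27 tags 696 kb from that of TGIF2LX and 26 tags 210.1 kb from that of LRRTM4. A DHT peak of this kind lay within 50 kb of 723 of 20134 protein-coding genes (3.59%) and a vehicle peak within 50 kb of 13 genes. Such a DHT peak lay by 6 of 30 androgen-induced genes, among them FKBP5, TMPRSS2 and EAF2 with 2 each, by 6 of 20 transcription regulators of the risk loci, among them JAZF1 with 3, by 3 of 16 luminal genes and by 0 of 14 housekeeping genes. Of the 701 peaks, 5.56% (4.10% to 7.52%) overlapped a promoter, 43.5% a gene body and 50.9% neither. The remaining non-overlapping top peaks, 3810 with vehicle and 3290 with DHT, did overlap a peak of the other list, but one that ranked after its top 25000. These had median heights of 30 and 37 tags.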

Figure S2 H3K27Ac Overlap of peaks +/− DHT.
(EPS) Click here for additional data file.

Figure S3 Enrichment of TCF7L2 binding sites within ChIP-seq peaks. Average number of TCF7L2 motifs as a function of distance from center of peak. Red line: top 20 k peaks. Blue line: top 10 k peaks. Green line: top 5 k peaks.
(EPS) Click here for additional data file.

Figure S4rs12621278 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S5rs7584330 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S6rs17021918 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S7rs7679673 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S8rs12653946 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S9rs1983891 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S10rs339331 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S11rs9364554 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S12rs10486567 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S13rs6983267 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S14rs7127900 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S15rs10896449 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S16rs11228565 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red.(EPS)Click here for additional data file.

Figure S17rs8102476 in two populations. 

 reveals SNPs that are correlated to the index SNP in both populations for which it has been identified as carrying risk. SNPs greater than 

 are highlighted in red. Note the vertical scale has been optimized to make the SNP label readable.(EPS)Click here for additional data file.

Figure S18 Comparison of relative risk in different cancers. GWAS odds ratios of SNPs reported for various cancers for comparison with prostate cancer (red).
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

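The data were 3 ChIP-seq libraries of the human prostate cancer cell line LNCaP, each with its own list of peaks: H3K27Ac after vehicle, H3K27Ac after 10 nM DHT for 4 h, and TCF7L2 in serum that was not stripped. Each condition had 1 library, and an input library without a peak list was not analysed here. By the paper, the authors aligned the H3K27Ac reads with Bowtie 2 and the TCF7L2 reads with the ELAND pipeline to hg19, where the submitters' notes name Bowtie2 and BWA for all libraries, and called peaks with Sole-search, library by library, at a stricter false discovery rate for H3K27Ac than for TCF7L2. The value deposited for each peak is a signal, the height of the tag pileup, in whole tags as the authors' peak caller gave it, and no source used here says that it was scaled to the number of reads. How many reads each library had is not in the lists. Heights of both H3K27Ac lists are therefore given side by side, and direction was read from ranks in lists of equal length.

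Counts, means, medians and quartiles were taken over each list. Widths are ends minus starts. Height and width distributions were compared by the largest distance between their cumulative distributions, and height and width were related on logarithmic axes across the peaks of a list. The top 25000 H3K27Ac peaks and the top 15000 TCF7L2 peaks were taken by height, and peaks tied at the lowest height were taken in genome order. Lists were compared by an overlap of at least 1 bp, with 95% Wilson intervals, and against 100 placements of the peaks at random on the same chromosome outside assembly gaps. Genes and starts came from GENCODE, release 44 mapped to GRCh37, with 20134 protein-coding genes. Older symbols were matched through the RefSeq table of GRCh38.p14, of which no coordinate was used. Of 213 listed symbols 210 were matched, 9 of them through an older symbol.

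Gene lists were fixed before the data were examined: genes increased and decreased by androgen in Table 4 without a row whose values do not line up with its genes, androgen-induced and androgen-repressed genes from textbook knowledge, the genes of Table 1, transcription regulators of the risk loci, Wnt targets, housekeeping genes, and markers of luminal and basal epithelium, stroma, leukocytes, endothelium, neuroendocrine cells and other tissues. For each gene, the rank of the tallest top peak within 50 kb in the DHT list was subtracted from that in the vehicle list. The median of a list was placed among those of 10000 random lists of the same size, drawn from the 200 genes nearest in vehicle peak height to each member. Medians under percentile 2.5 or over 97.5 were taken as standing apart. These percentiles describe the libraries and are not p-values. Marker lists for colon epithelium, luminal breast epithelium, liver and pancreatic duct were added after the peak lists had been seen and were used for numbers of peaks near genes only.

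The genes named were set beforehand: those the paper names beside a claim or in its tables and figures, the genes nearest to the 10 tallest peaks of each list and to the 10 tallest peaks found in 1 condition only, and the 4 genes with the largest and the 4 with the smallest rank shift of a list. Not every gene this rule names is reported here. Other genes given as examples were chosen after their values were seen.

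Motifs were counted on both strands in bins of 50 bp. The TCF7L2 forms and their reordered control were set beforehand. A further 16 motifs were counted at TCF7L2 peak centers after the data had been seen. For peaks found only with DHT, each peak was matched to the shared DHT peak nearest in logarithmic height and width, and the androgen response element was written RGNACANNNTGTNC, with RGNCAANNNTTGNC as its reordered control. The cloned fragments were found by matching the primers of Table 5 to GRCh37. Sequences of peaks on chromosomes X and Y were aligned back to the genome with minimap2 in pieces of 1000 bp, and those with a mapping quality of at least 30 were taken as mapping to 1 place.

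On simulated data of 2400 peaks, the difference between the overlap code and bedtools was 0. Over 1400 simulated peaks, 100% of a planted motif density was recovered. Of 200 lists of unshifted genes, 14 fell outside the middle 95% of random lists. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyfaidx 0.9.0.4, matplotlib 3.10.9, bedtools 2.31.1, samtools 1.23.1 and minimap2 2.31. Alternatives covered the number of peaks, their width, the overlap that counts as shared, ties, the promoter window, the surroundings of a gene and the motif. SNP annotations, chromosome conformation data, the RNA values of Table 4 and luciferase activity were not analysed here.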

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

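Of the tests in this part, that of the androgen response element was set before its own result was seen, although its frequency in the tallest peaks of both lists was known by then, and the others were chosen after the results they bear on had been seen, that of library depth in place of an earlier scaling of heights whose result was fixed by its design.

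Peaks with a counterpart in neither the top nor the rest of the other list were uneven, with 701 for DHT and 11 for vehicle, a signal the paper does not describe. A deeper DHT library could give such an excess, but to fall under the lowest vehicle height of 9 tags these DHT peaks would need libraries that differ at least 3.22-fold, and the median ratio of DHT to vehicle height was 1.11 (1.11 to 1.12) over 23091 shared pairs with the DHT peak in the top list, 1.07 over all 47670 pairs and 1.03 over 23351 pairs with the vehicle peak in the top list, which argues against 1 factor of depth as the whole cause; a limit of the peak caller that differs by region or by background stays open. An androgen response of the cells remains a hypothesis: the androgen response element occurred in 100 of the 701 DHT peaks (14.3%, 11.9% to 17.0%) and in 18 of 701 shared DHT peaks matched on height and width (2.57%, 1.63% to 4.02%), a ratio of 5.56. The reordered control occurred in 1.85% and 1.28%, the FOXA motif in 45.1% and 41.2% and the AP-1 motif in 31.8% and 32.5%. With 1 culture per condition, a difference between cultures that also acts at androgen response elements stays open.

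Most TCF7L2 peaks lay outside acetylated chromatin: of the top 15000, 22.2% (21.6% to 22.9%) overlapped a top vehicle H3K27Ac peak, against 3.60% for peaks placed at random, in a comparison the paper does not make. Weak or false peaks as the cause would put the tallest peaks inside, but 28.1% (26.9% to 29.4%) of the tallest 5000 and 34.3% (33.0% to 35.6%) of the lowest 5000 lay in a vehicle peak of any height. Chromatin of other cells may be a source. Markers could not decide it, since luminal prostate epithelium itself lay at percentile 90.1 of TCF7L2 peaks near genes. Basal epithelium lay at 99.4, and pancreatic duct, a list added after the peak lists had been seen, at 99.99. Of the luminal genes, FOLH1, HOXB13 and SPDEF had no top TCF7L2 peak and KRT8 had 6. TP63 and KRT5 of the basal list had TCF7L2 peaks of 162 and 128 tags without a top H3K27Ac peak. ITGB4, DSG3, COL17A1 and TRIM29 of that list had top vehicle H3K27Ac peaks, the tallest of 128, 89, 49 and 27 tags. As a check on the lists, the TCF7L2 list held 0 peaks on chromosome Y against 303 with vehicle and 314 with DHT, so the 0 of 46 acetylated peaks there that map to 1 place with a TCF7L2 peak, where the rate of chromosome X (50 of 549) gives 4.19, follows from that absence and decides nothing, since an alignment without that chromosome was not tested. The serum of the cultures stays open, since both H3K27Ac lists come from stripped serum and the DHT list held 31.7% in a peak of any height.

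The motif of AP-1, TGASTCA, occurred within 150 bp of the center of 42.5% (41.7% to 43.3%) of the top TCF7L2 peaks and in 5.61% of windows 1500 bp away, a motif the paper does not report for this list. The second 8q24 control fragment of the luciferase assay, on chromosome 8 from 128512424 to 128514005, held a TCF7L2 peak of 36 tags (25.2 to 49.8) from 128512890 to 128513219 and no H3K27Ac peak. Between FAM84B and MYC on chromosome 8, 46 TCF7L2 peaks were listed, which is 39.1 per Mb against 7.33 per Mb over the genome. H3K27Ac peaks were also denser there, with 42.5 against 20.2 per Mb with vehicle and 41.6 against 21.3 per Mb with DHT.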

How the results depend on the processing

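No paired analysis was possible because each condition had 1 library. Of 144 alternatives, 90 stayed within counting error, kept their side of the percentile limit or, for numbers of genes, stayed within 1.5-fold, 49 moved beyond counting error, 3 were weaker, 1 stronger and 1 reversed, and 69 of the 74 for gene lists kept their side. With a promoter from 2000 bp upstream to 2000 bp downstream, the numbers of genes with a promoter peak were 8873 (vehicle), 9031 (DHT) and 3373 (TCF7L2), within 1.5-fold but beyond counting error. The 4 genes of a Table 4 row left out were added to their lists after the data had been seen. Both androgen-induced lists stayed over percentile 97.5 under all alternatives run, the lowest being 98.8 for the Table 4 genes when genes sharing a tallest peak were counted once, an alternative added after the data had been seen. The stroma list, at percentile 0.48, lay at 5.55 with 10 kb around genes, 2.85 with 100 kb and 7.69 with summed heights. The endothelium list of 4 genes went from 17.7 to 97.6 with 100 kb, and Wnt targets went from 27.3 to 1.19 with summed heights. The cause was not tested. For basal epithelium, endothelium and neuroendocrine cells, 10 kb left too few genes with a top peak for a value.

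With the top 25000 peaks alone, each H3K27Ac list had 25000 peaks, mean heights were 54.6 (vehicle) and 59.7 tags (DHT), mean widths 3485 and 3630 bp, the distances 0.110 (height) and 0.0397 (width), and r of height and width 0.701 and 0.698, as taking the tallest peaks narrows the range. For TCF7L2 r was 0.757 in the top 15000. Without peaks over 20 kb, mean widths were 2162 and 2195 bp and r 0.878 and 0.877. Without the lowest height, r was 0.871 and 0.873. For TCF7L2, all peaks gave a mean height of 46.9 tags and width of 372 bp, and the top 5000 gave 102 tags and 591 bp. The motif density ratio was 7.14 for CTTTGAT, 0.766 for the reordered control, 4.07 for the top 5000 and 3.49 for the top 20000 peaks.

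The share of vehicle peaks in DHT peaks, then of DHT peaks in vehicle peaks, was 82.0% and 82.0% with reciprocal overlap of 50%, 80.1% and 79.5% for the top 10000, 86.1% and 85.3% for the top 40000, 88.2% and 82.9% for all peaks, 85.4% and 84.8% by width, 86.4% and 82.9% of covered bases, and 99.96% and 97.2% against the whole other list (99.96% and 97.2% without chromosome Y, added later). With 50% of the peak covered the DHT share was 83.0%, and with ties kept the vehicle share was 85.2%. TCF7L2 peaks in vehicle, then DHT peaks, were 31.3% and 31.7% for all H3K27Ac peaks, 23.5% and 23.8% for all TCF7L2 peaks and 18.6% and 18.5% for the top 5000. With no read depth per library, a height near the limit of a list cannot be told from background beyond its counting interval.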

Differences from the paper's values

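At the JAZF1 enhancer, the H3K27Ac bar with DHT is narrower than the bar without DHT by a difference of about -0.85 kb, in Fig. 8C, read by eye, which is the paper's value. In the lists the DHT peak was wider, with a difference of 0.84 kb, from 5759 bp with vehicle to 6599 bp with DHT. None of the alternatives set before the data were examined bears on this value. Read by eye, the bars have the widths of the listed peaks with the names exchanged. The numbers of peaks and mean widths that the paper's text gives for each condition are those of the list of the same name. At KLK3, an androgen-induced gene, the tallest peak had 97 tags in the vehicle list and 180 in the DHT list. Of 28 androgen-induced genes with a top peak, 25 ranked higher in the DHT list and 3 in the vehicle list. The androgen response element occurred in 14.3% of peaks found only with DHT and in 2.57% of matched shared peaks. These values argue against an exchange of names between the lists. How the bars of the figure came by their names was not settled.

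The other values the paper states for the peak lists, their overlap and the fragment lengths lay within the limits set for a difference.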

Other observations

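The marker lists of 4 further tissues and the motifs other than those of TCF7L2 were chosen after the peak lists had been seen.

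Among genes of the 77 risk loci, the tallest H3K27Ac peak within 50 kb ranked higher with DHT for 24 of the 51 Table 1 genes with a top peak and higher with vehicle for 27, with a median shift of -41.5 ranks at percentile 46.0. The percentile was 97.0 both with 10 kb around genes and with summed heights, under the limit of 97.5. Among the largest shifts were those of KLF4, a zinc finger factor (55 tags with vehicle and 114 with DHT), FGFR2, a growth factor receptor gene (58 and 87 tags), and EHBP1 (49 and 69 tags). Among the smallest were those of TET2, a DNA demethylation gene (48 and 44 tags), THADA (86 and 64 tags) and LOC100505495 (49 and 39 tags). The tallest TET2 peaks of both lists lie in different places. Of 18 transcription regulators of these loci with a top peak, 11 ranked higher with DHT and 7 with vehicle, with a median shift of 464 ranks at percentile 84.3. Besides KLF4 these included NCOA4, a nuclear receptor coactivator (46 and 58 tags), at one end, and MDM4 (100 and 101 tags), the vitamin D receptor gene VDR (80 and 81 tags) and FOXP4 (74 and 63 tags) at the other.

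Wnt targets carried many TCF7L2 peaks. Their mean of 6.11 top TCF7L2 peaks within 50 kb stood at percentile 100 of random lists matched on gene length, and their mean of 2 top vehicle H3K27Ac peaks at percentile 13.3, inside the limits. DKK1, a secreted Wnt inhibitor, had 4 top TCF7L2 peaks, the tallest of 174 tags, without a top H3K27Ac peak. BMP4 had 10 and CD44 had 9. Between both H3K27Ac lists, the tallest peaks of these genes had a median shift of 54 ranks at percentile 27.3, and summed heights put the list at 1.19. TNFRSF19 (22 and 64 tags), CD44 (36 and 80 tags), ZNRF3 (68 and 105 tags) and LGR5 (21 and 33 tags) had the largest shifts. LEF1 (50 and 46 tags), NKD1 (44 and 41 tags), BMP4 (42 and 31 tags) and SP5 (52 and 33 tags) had the smallest. The tallest peaks of CD44, RNF43, SOX4 and TNFRSF19 lie in different places in both lists, so their heights are not those of 1 peak. The TNFRSF19 peak of 64 tags with DHT overlapped no vehicle peak of any height.

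Of 15 gene lists ranked, the stroma markers were the one whose median shift, -3042 ranks, lay under percentile 2.5, at 0.48. Under 3 of the 4 alternatives set beforehand it lay above that limit, at up to 7.69, and on simulated data 14 of 200 lists of unshifted genes passed a limit. It rested on 7 genes, with MYH11 (86 and 93 tags), COL1A1 (94 and 101 tags) and COL3A1 (29 and 32 tags) at one end. At the other were TAGLN (75 and 66 tags), PDGFRA (79 and 61 tags), COL1A2 (38 and 32 tags) and DES (34 and 26 tags). The tallest COL3A1 peaks of both lists lie in different places. The luminal list lay at percentile 78.9, basal epithelium at 30.1, leukocytes at 50.2, endothelium at 17.7, neuroendocrine cells at 88.3 and genes of other tissues at 16.6. The last 5 had 7 or fewer genes with a top peak each. KRT14 (no vehicle peak and 34 tags with DHT) and COL17A1 (49 and 63 tags) led the basal list, TEK (78 and 113 tags) the endothelium list, LYZ (57 and 70 tags) the leukocyte list, CHGB (81 and 121 tags) the neuroendocrine list and GFAP (41 and 47 tags) the genes of other tissues.

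Over the marker lists, the percentile of the mean number of top TCF7L2 peaks near genes was 99.99 for pancreatic duct, 99.4 for basal epithelium, 94.8 for housekeeping genes, 67.3 for neuroendocrine cells, 61.9 for endothelium, 43.4 for luminal breast epithelium, 39.3 for leukocytes, 31.4 for stroma, 22.4 for colon epithelium, 9.05 for liver and 6.38 for genes of other tissues. For vehicle H3K27Ac peaks the same lists lay at 23.0, 0.555, 72.5, 26.9, 29.6, 83.0, 31.2, 2.63, 1.33, 0.125 and 1.16, and luminal prostate epithelium lay at 98.6. Of the 12 pancreatic duct genes, 3 are also in another list and 1 had a top vehicle peak over its promoter. For the 16 luminal prostate genes these counts were 2 and 15, and for the 10 basal genes 2 and 0. ITGB4, a hemidesmosome gene that the basal list holds as well, had 12 top TCF7L2 peaks, the tallest of 195 tags. SOX9 had 2, the tallest of 160 tags, and KRT7 had 6, the tallest of 70 tags.

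At TCF7L2 peaks in an H3K27Ac peak of either list, 30.5% (29.2% to 31.8%) had the AP-1 motif and 37.1% (35.8% to 38.4%) had CTTTGWW. At those outside, 48.4% (47.5% to 49.4%) had the AP-1 motif and 47.4% (46.4% to 48.4%) had CTTTGWW. The ETS motif CCGGAAGT was at 3.98% of peaks inside and 0.399% of those outside. The FOXA motif was at 5.90% of all top TCF7L2 peaks and 4.16% of windows 1500 bp away, the CTCF motif at 1.02% and 0.120%, and the androgen response element at 0.400% and 0.387%.

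From FAM84B to MYC, on chromosome 8 from 127570723 to 128747680, the vehicle list had 50 peaks and the DHT list 49. The tallest vehicle peak ran from 128021610 to 128038049 with 172 tags, where the DHT peak had 158. Peaks at 128527800 to 128533649 and at 128518290 to 128523779, between the second control fragment and MYC, had 118 and 113 tags with vehicle and 141 and 136 with DHT. Of the TCF7L2 peaks there, 15 lay in an H3K27Ac peak. The tallest, from 128234760 to 128235689 with 221 tags, did not, and the next, from 128227170 to 128228819 with 212 tags, lay in an H3K27Ac peak of 129 tags with vehicle and 123 with DHT.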
